# FGF18 alleviates hepatic ischemia-reperfusion injury via the USP16-mediated KEAP1/Nrf2 signaling pathway in male mice

**DOI:** 10.1038/s41467-023-41800-x

**Published:** 2023-09-30

**Authors:** Gaozan Tong, Yiming Chen, Xixi Chen, Junfu Fan, Kunxuan Zhu, ZiJing Hu, Santie Li, Junjie Zhu, Jianjun Feng, Zhaohang Wu, Zhenyu Hu, Bin Zhou, Litai Jin, Hui Chen, Jingling Shen, Weitao Cong, XiaoKun Li

**Keywords:** Apoptosis, Protein-protein interaction networks

## Abstract

Hepatic ischemia-reperfusion injury (IRI) is a common complication occurs during hepatic resection and transplantation. However, the mechanisms underlying hepatic IRI have not been fully elucidated. Here, we aim to explore the role of fibroblast growth factor 18 (FGF18) in hepatic IRI. In this work, we find that Hepatic stellate cells (HSCs) secrete FGF18 and alleviates hepatocytes injury. HSCs-specific FGF18 deletion largely aggravates hepatic IRI. Mechanistically, FGF18 treatment reduces the levels of ubiquitin carboxyl-terminal hydrolase 16 (USP16), leading to increased ubiquitination levels of Kelch Like ECH Associated Protein 1 (KEAP1) and the activation of nuclear factor erythroid 2-related factor 2 (Nrf2). Furthermore, USP16 interacts and deubiquitinates KEAP1. More importantly, Nrf2 directly binds to the promoter of USP16 and forms a negative feedback loop with USP16. Collectively, our results show FGF18 alleviates hepatic IRI by USP16/KEAP1/Nrf2 signaling pathway in male mice, suggesting that FGF18 represents a promising therapeutic approach for hepatic IRI.

## Abstract (web summary)

Hepatic ischemia-reperfusion injury (IRI) is a common complication that occurs during hepatic resection and transplantation. Here the authors show that Hepatic stellate cells secrete FGF18 which alleviates hepatocyte injury by USP16/KEAP1/Nrf2 signaling.

## Introduction

Hepatic ischemia-reperfusion injury (IRI) is an important cause of liver damage that occurs during clinical surgery such as liver resection, liver transplantation, and hemorrhagic shock, leading to graft failure, tissue injury, or even liver failure^1,2^. Oxidative stress is a key factor in the mechanisms underlying liver IRI. In the pathological process of liver IRI, injured hepatocytes overproduce reactive oxygen species (ROS) and attract Kupffer cells and other cells^3^. In response to oxidative stress, inflammatory cells immediately induce an inflammatory storm and eventually contribute to apoptosis of hepatocytes^4^. Thus, it is necessary to explore the mechanism of how to alleviate the level of ROS during IRI, in order to provide the new therapeutic insights into these clinical problems.

Fibroblast growth factor 18 (FGF18), a member of the exocrine fibroblast growth factor (FGF) family, plays a crucial role in organ development and pathological conditions^5^, and widely participates in cell migration, proliferation, inflammation, and apoptosis^6,7^. For instance, it plays vital roles in lung alveolar development during late embryonic lung development stages, and also enhances the elastogenesis in lung myofibroblasts^8^. In addition, FGF18 is reportedly to be related to regulation of cartilage development and osteoarthritis. Recently, a phase II clinical assay indicated that recombinant human FGF18 protein effectively enhances the proliferation of chondrocytes and the production of extracellular matrix, suggesting it has good potential to treat joint diseases^9^. Furthermore, FGF18 participates in clear cell renal cell carcinoma proliferation and invasion by regulating the epithelial-mesenchymal transition^10^. However, the role of FGF18 in the liver, particularly in response to hepatic IRI, has not been fully elucidated.

Ubiquitin carboxyl-terminal hydrolase 16 (USP16, also called UBPM), a widely expressed deubiquitinase, has been implicated to function in cell proliferation, division, and differentiation^11, 12^. It specifically deubiquitinates H2A histones, and thereby regulates gene transcription and DNA repair^13^. *Usp16* knockout (KO) is embryonically lethal in mice, but does not affect the viability or identity of embryonic stem cell, with different levels of differentiation^14^. Moreover, differentiation of embryonic stem cells largely depends on USP16-mediated deubiquitination of H2A histones^15^. USP16 also mediates disease progression without affecting ubiquitinated H2A histone levels. USP16 functions as a deubiquitinase of IKKβ with K33-linked ubiquitination and promotes its interaction with p105, contributing to the activation of the inflammatory response^16^. However, the function of USP16 in hepatic IRI remains unknown.

Nuclear factor erythroid 2-related factor 2 (Nrf2) is an important transcription factor that regulates the expression of antioxidant defense and detoxification genes in the liver and plays a key role not only in redox homeostasis, but also in drug metabolism, DNA repair, and regulation of mitochondrial function^17–19^. Under normal conditions, Nrf2 is bound to KEAP1 and retained in the cytoplasm, and KEAP1 inhibits the transcriptional activity of Nrf2 through ubiquitination and proteasomal degradation. Upon cell damage, Nrf2 dissociates from KEAP1 and enters the nucleus, where it binds to ARE elements and promotes the downstream antioxidant genes, such as those encoding heme oxygenase (HO)−1, NQO-1, and superoxide dismutase 2 (SOD2)^20^. Nrf2-mediated innate proinflammatory responses in macrophages were reported to attenuate liver IRI by binding to the promoter of Timp3 and inhibit the RhoA/ROCK pathway^21^. Billiar et al. found that IRG1, a metabolite of the tricarboxylic acid cycle, inhibits oxidative stress by activating the KEAP1-Nrf2-ARE signaling pathway and ultimately alleviates hepatic IRI^22^. These above studies suggest that Nrf2 signaling pathway can alleviate oxidative stress during hepatic IRI, and that targeting of this pathway may be therapeutic strategy for hepatic IRI.

In the current study, we found that FGF18 was significantly upregulated in hepatic stellate cells (HSCs), and that paracrine secretion of FGF18 decreased apoptosis of hepatocytes during liver IRI by reducing ROS levels. Mechanistically, FGF18 treatment dramatically reduced the mRNA and protein levels of USP16, leading to reduction of the downregulation deubiquitination level of KEAP1 and the activation of Nrf2. In addition, USP16 interact and deubiquitinated KEAP1 with K48-linked ubiquitination. It is worth noting that FGF18-induced Nrf2 directly bound to the promoter of USP16 and thus formed a negative feedback loop with USP16. In conclusion, our findings reveal a function for FGF18 and suggest that FGF18 is a promising target in hepatic IRI.

## Results

### Hepatic FGF18 is upregulated in HSCs after hepatic IRI

Firstly, the involvement of FGF18 in hepatic IRI were analyzed. The public RNA-sequencing showed that FGF18 expression was significantly increased in the livers of mice subjected to IRI (Fig. 1A). Next, we analyzed expression of FGF18 in liver samples of patients who had undergone partial liver resection. Both the mRNA and protein levels of FGF18 were significantly increased after post-resection compared with the baseline levels (Fig. 1B and Fig. S1A). Consistently, the mRNA and protein levels of FGF18 were also markedly elevated in liver lobes of mice subjected to hepatic IRI, and the upregulation was mainly distributed on the ischemic liver lobes. (Fig. 1C and Fig. S1B). Interestingly, the postoperative FGF18 levels in in patients were positively correlated with ALT levels at POD1 (Fig. 1D**:** *R*^2^ = 0.6073, *p* *<* 0.0001). Enzyme-linked immunosorbent assays demonstrated that the serum levels of FGF18 were elevated in these mice and patients (Fig. 1E and Fig. S1C). Considering that FGF18 is a member of the paracrine FGF family, and may be secreted by other organs and act on the liver^23^, we analyzed FGF18 expression levels in different organs by western blotting. Upon hepatic IRI, FGF18 expression was most significantly altered in the liver among all the organs analyzed, indicating that the liver is the main site of FGF18 expression (Fig. 1F). To further clarify the main cell types that secrete FGF18 in the liver, we extracted four main primary cells from mouse liver and subjected to RT-PCR analysis. The results showed that HSCs were the major cells secreting FGF18, followed by macrophages. And the expression of FGF18 was lowly expressed in endothelial cells. However, FGF18 was markedly reduced in hepatocytes after IRI (Fig. 1G). Furthermore, we analyzed the colocalization of FGF18 with desmin, LYVE-1, F4/80, and albumin (ALB), which are markers of HSCs, liver sinusoid endothelial cells (LSECs), kupffer cells (KCs), and hepatocytes respectively (Fig. 1H). The same results were obtained using livers of patients and *Fgf18-tdTomato* mice subjected to I/R surgery (Fig. S1D, E). In addition, we explored the expression levels of FGF18 and its major receptor FGFR3 in both L02 and LX-2 cells subjected to hypoxia/reoxygenation (H/R). In accordance with the in vivo results, FGF18 was upregulated in LX-2 cells after H/R stimulation, while FGFR3 was highly expressed in hepatocytes and its expression was unchanged in LX-2 cells (Fig. S1F). Furthermore, transwell experiment showed that hepatocytes exhibited higher levels of apoptosis when co-cultured with FGF18-knockdown HSCs (Fig. S1G), suggesting that HSC-secreted FGF18 acts on hepatocytes upon liver IRI. Next, we investigated the expression of other FGF receptors in hepatocytes subjected to H/R, we found that FGFR1 and FGFR2 levels were almost unchanged, while the expression of FGFR4 was decreased (Fig. S1H). Furthermore, upon treatment with the supernatant of H/R-challenged LX-2 cells, *FGFR3*-depleted hepatocytes exhibited higher levels of apoptosis than hepatocytes treated with the scrambled control H/R challenge (Fig. S1I). Taken together, these results indicate that activated HSCs secrete FGF18, which affects hepatocytes via FGFR3 upon hepatic IRI.

**Fig. 1:**
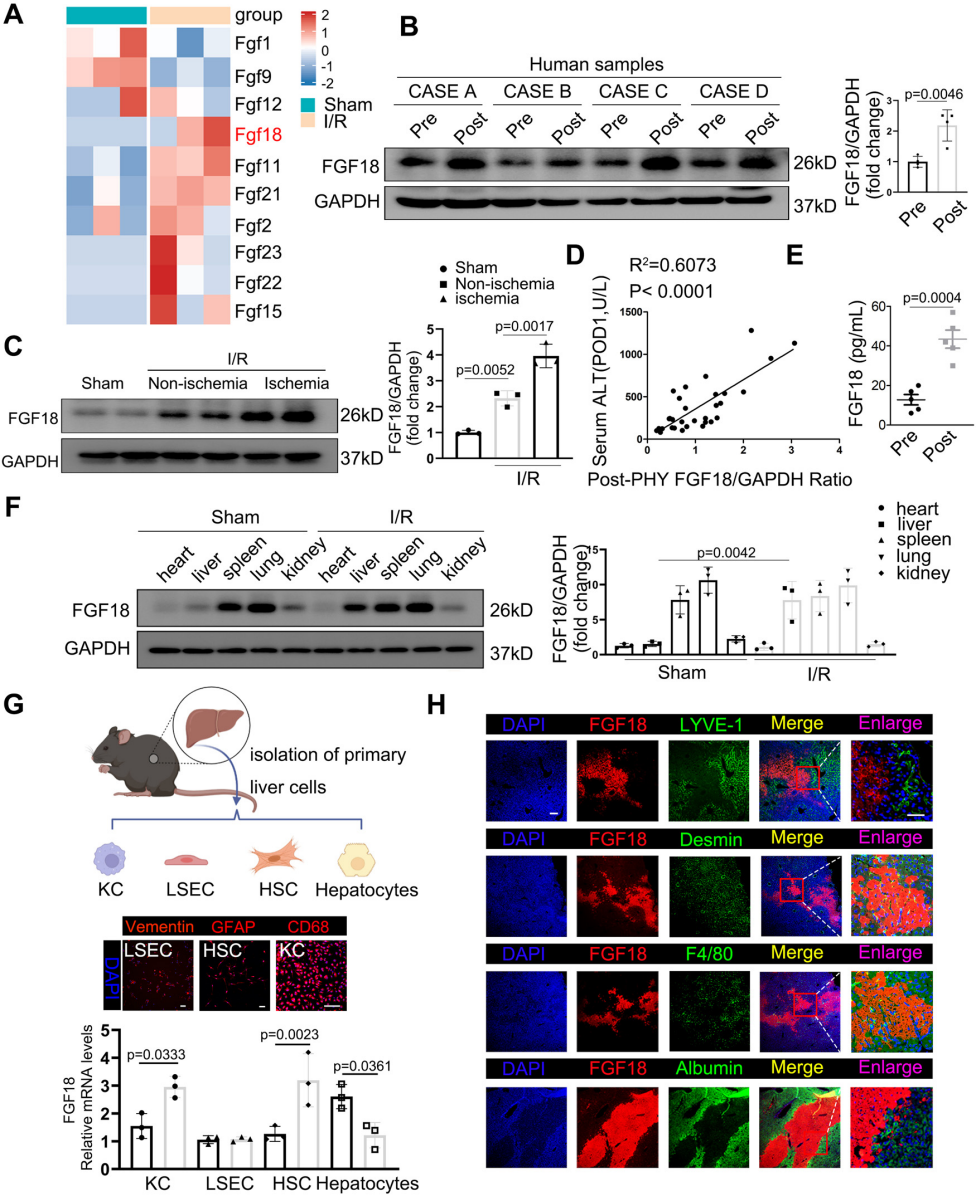
Hepatic FGF18 is upregulated in HSCs after hepatic I/R injury. **A** RNA sequence was carried out between I/R and Sham. The results of FGFs changes are presented in the form of heat maps (*n* = 3). **B** The protein expression of FGF18 in human subjected to hepatic resection (*n* = 4). **C** The protein expression of FGF18 in livers of mice subjected to I/R (1 h/6 h) surgery or not (*n* = 3). Non-ischemia represented non-ischemia liver lobes and ischemia represented ischemia liver lobes. **D** The ratio of FGF18/GAPDH after hepatectomy positively correlated positive with ALT at POD1 (*n* = 32). **E** The serum level of FGF18 in human subjected to hepatic resection (*n* = 5). **F** The protein expression of FGF18 in different tissues under hepatic I/R (1 h/6 h) or not (*n* = 3). **G** KCs, LSECs, HSCs, and hepatocytes were extracted from mouse liver and subjected to H/R (4 h/6 h) challenge. All the primary liver cells were verified for purity by immunofluorescence. Scale bar = 200 μm. Then cells were carried out for RT-PCR assay (*n* = 3). (Scheme is Created with BioRender.com) **H** Immunofluorescence for FGF18 (red) and different cell markers (green). Scale bar = 50 μm (*n* = 5). I/R ischemia reperfusion, HSCs hepatic stellate cells, KC Kupffer cell, LSEC liver sinusoids endothelial cell; The statistical significance of differences were assessed by two-tailed student unpaired *t*-test for (**B**, **C**, **E**). Other assays were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file.

### FGF18 overexpression alleviates liver damage during hepatic IRI

To clarify the role of FGF18 in regulation of hepatic IRI, we constructed mice that overexpressed FGF18 in the liver by injecting AAV2/9-FGF18 via tail vein. Overexpression of FGF18 in the liver was confirmed by western blotting and immunofluorescence (Fig. 2A and Fig. S2A). The elevated serum levels of ALT and aspartate aminotransferase (AST) at 6 h after I/R surgery were significantly attenuated in FGF18-overexpressing mice compared with wild-type (WT) mice (Fig. 2B). In addition, the necrotic area was considerably smaller in liver sections of FGF18-overexpressing mice, as assessed by hematoxylin and eosin (H&E) staining (Fig. 2C). Apoptosis plays an important role in hepatic IRI, and suppression of apoptosis is a promising strategy to treat IRI. Upon hepatic IRI, the number of apoptotic cells was significantly lower in the livers of FGF18-overexpressing mice than in those of WT mice, as demonstrated by TUNEL staining and c-CAS-3 immumohistochemistry staining (Fig. 2D, E). Moreover, the levels of the antiapoptotic protein Bcl-2 and the proapoptotic genes Bax were significantly higher and lower, respectively, in FGF18-overexpressing mice than in WT mice at 6 h after hepatic I/R surgery (Fig. 2G). Also, inflammatory response is another essential step in the pathogenesis of hepatic IRI. FGF18 overexpression mice exhibited reduced inflammatory response, as verified by immunofluorescence staining of myeloperoxidase (MPO) and analysis of the mRNA levels of *IL-6*, *TNFα*, and *IL-1β* (Fig. 2F, I). Consistent with the in vivo results, FGF18 treatment markedly reduced apoptosis and the inflammatory response in hepatocytes subjected to H/R (Fig. 2H, J). Taken together, these findings suggest that FGF18 protects against IRI-induced apoptosis and inflammation in liver tissue and hepatocytes.

**Fig. 2:**
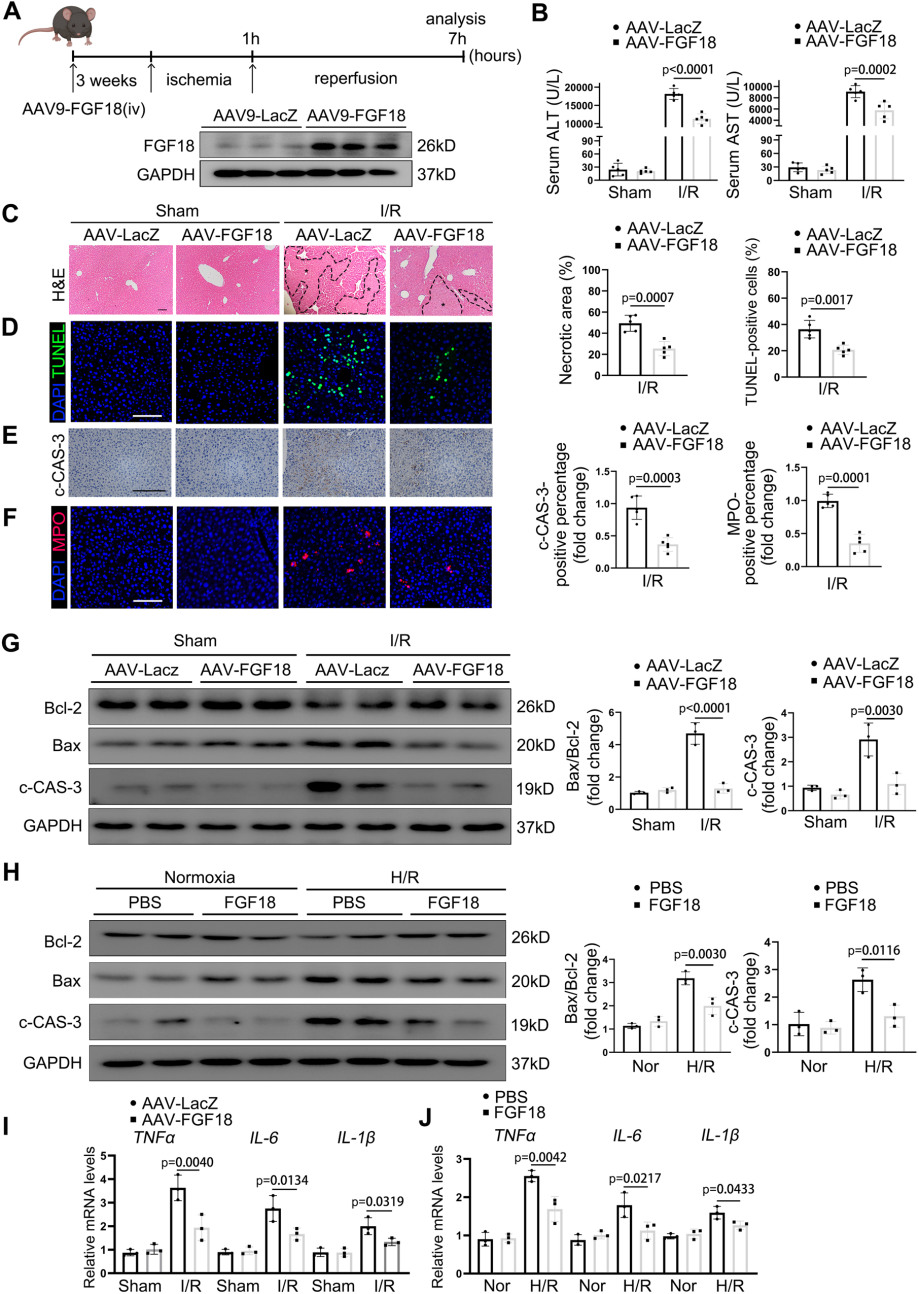
FGF18 overexpression alleviates liver damage during hepatic IRI. Mice were injected with AAV2/9-FGF18 via tail tein. After stably expressed for two weeks, mice were subjected to I/R (1 h/6 h) surgery. **A** Schematic diagram of the work and western blotting showed the transfection efficiency of AAV-FGF18 (*n* = 5). (Scheme is Created with BioRender.com) **B** Serum ALT and AST level (*n* = 5). **C** H&E staining of liver sections. Scale bar=100 μm (*n* = 5). **D**–**F** TUNEL staining, c-CAS-3 immunohistochemistry, and MPO staining of liver sections (*n* = 5). Scale bar = 100 μm. **G** Relative protein expression by western blotting (*n* = 3). **H** Protein levels of apoptosis related signaling pathway in H/R (4 h/6 h) treated L02 cells in the presence of FGF18 (200 ng/mL) subjected to challenge or not (*n* = 3). **I**, **J** Relative mRNA expression of genes by RT-PCR (*n* = 3). H/R, hypoxia/reoxygenation; The statistical significance of differences were assessed by two-tailed two-tailed student unpaired *t*-test for **C**–**F**. Other assays were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

### HSCs-specific FGF18 deficiency aggravates liver apoptosis and the inflammatory response during hepatic IRI

To further evaluate the functional role of FGF18 in HSCs in response to hepatic IRI, GFAP-Cre mice were bred with *Fgf18*^f/f^ mice to generate HSC-specific conditional FGF18-KO (*Fgf18*^△HSC^) mice and the successful knockout of FGF18 was confirmed by isolated HSCs from *Fgf18*^f/f^ and *Fgf18*^△HSC^ mice subjected to I/R surgery (Fig. 3A and Fig. S2B). Organs of *Fgf18*^△HSC^ mice had a normal morphology compared with those of control mice (Fig. S2C). We found that *Fgf18*^△HSC^ mice exhibited significantly impaired liver function upon I/R injury compared with *Fgf18*^f/f^ mice, as indicated by serum ALT and AST levels (Fig. 3B). In addition, *Fgf18*^△HSC^ mice displayed more serious necrotic area than control mice (Fig. 3C), and IRI-induced hepatic apoptosis was aggravated in *Fgf18*^Δ^^HSC^ mice, as indicated by TUNEL and c-CAS-3 immunohistochemical staining (Fig. 3D, E). Furthermore, western blotting assays showed that the levels of the antiapoptotic protein Bcl-2 and the proapoptotic protein Bax were lower and higher, respectively, in *Fgf18*^Δ^^HSC^ mice than in *Fgf18*^f/f^ mice upon hepatic IRI (Fig. 3G). *Fgf18*^Δ^^HSC^ mice also exhibited aggravated inflammatory cell infiltration based on MPO staining (Fig. 3F). Consistent with the increased apoptosis observed in vivo, hepatocytes treated with the supernatant of H/R-challenged LX-2 cells transfected with Ad-sh*FGF18* exhibited higher levels of apoptosis than hepatocytes treated with the supernatant of H/R-challenged LX-2 cells transfected with Ad-Lacz (Fig. S2D). Heatmap analysis further confirmed that FGF18 deficiency significantly exacerbated levels of apoptosis and inflammation compared to those in the WT group (Fig. 3H). 

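The heat map was drawn from RNA-seq of whole livers from 3 *Fgf18* f/f mice and 3 *Fgf18* △HSC mice after 1 h of ischemia and 6 h of reperfusion. In *Fgf18* △HSC mice, Cre expressed from the GFAP promoter deletes *Fgf18* in hepatic stellate cells (HSCs), the vitamin A-storing cells of the liver sinusoid. The values of *Fgf18* itself were not analysed here, so the genotype labels were not checked against the deleted gene. According to the methods, the authors prepared stranded mRNA libraries, aligned the reads to the mouse genome GRCm38 with Hisat2, counted the reads on each gene with featureCounts and compared the groups with DESeq2. The authors' deposited table holds the value of each gene in each liver for 3201 genes, and every one of them already had an absolute log2 fold change above 1 and an unadjusted p under 0.05 in the authors' own comparison. It is therefore a list of genes selected for a difference between these same livers, and a count of differing genes taken from it says nothing about the genes left out.
The unit of the values is not written in the table. They were taken as TPM, read counts divided by gene length and scaled to the same total in every library. Each value was multiplied by the length of the joined exons of its gene and divided by a step fitted in each liver. The result was a whole number of reads, within 0.02 reads, for 92.2 to 92.6% of the values below 5000 reads in each liver. Reads divided by gene length and by the library total would pass this check too, so the scaling to the same total is an assumption. The reads recovered on the listed genes numbered 4852009, 4025377 and 3148789 in the *Fgf18* f/f livers and 2094288, 1574337 and 1929476 in the *Fgf18* △HSC livers. The total number of reads in each library is unknown. The smallest step of the values gives the depth of the libraries relative to each other: 1 read on a gene of 1 kb was worth 0.0374, 0.0449 and 0.0555 TPM in the *Fgf18* f/f livers and 0.0482, 0.0655 and 0.0505 TPM in the *Fgf18* △HSC livers, so depth differed less between the groups than the reads on the listed genes did. If the values are TPM, the listed genes made up 7.18, 7.14 and 7.93% of all TPM in the *Fgf18* f/f livers and 3.89, 3.97 and 3.99% in the *Fgf18* △HSC livers. From these values, log2(TPM + 0.1) was compared between the groups with limma over all 3201 genes, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. All these genes had been selected on a p-value from the same livers, so the limma adjusted p does not control the share of false calls. It was under 0.05 in 3113 genes, whereas 575 of the 3201 were at or above 0.05 by the authors' own adjusted p. Fold changes are on this log2(TPM + 0.1) scale, which understates the change of genes with low values. In 189 genes every liver had under 10 reads.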

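All 20 apoptosis genes of Fig. 3H had higher values in *Fgf18* △HSC livers, with log2 fold changes from 0.62 to 1.92, and 12 of them passed the threshold. The mean over the 20 genes was higher by 1.13 on the log2 scale (two-sided exact permutation test of the livers, p = 0.1, the smallest p that 3 livers against 3 allow). The count of 12 was the most sensitive to the scaling of the livers: with each liver rescaled by its median ratio to the mean of the livers over the listed genes, 2 apoptosis genes passed. *Serpine2* (chromosome 1 of GRCm38, 79794197 to 79861180) had 0.348 ± 0.0819 TPM (SD, n = 3) in *Fgf18* f/f livers and 1.63 ± 0.570 TPM (SD, n = 3) in *Fgf18* △HSC livers, a log2 fold change of 1.92 (standard error 0.27, limma adjusted p = 0.000328). *Hand2* (chromosome 8, 57320983 to 57324633) rose from 0.232 ± 0.0889 to 1.06 ± 0.188 TPM (SD, n = 3 livers each), a log2 fold change of 1.84 (standard error 0.26, limma adjusted p = 0.000371), on 7 to 16 reads per *Fgf18* f/f liver. *Pkm* (chromosome 9, 59656368 to 59679375) had a log2 fold change of 1.63 (standard error 0.25, limma adjusted p = 0.000519), and its 3 *Fgf18* △HSC livers were spread more widely, at 7.56 ± 3.03 TPM (SD, n = 3), than its *Fgf18* f/f livers, at 2.26 ± 0.0187 TPM (SD, n = 3).
Of the 29 inflammation genes of Fig. 3H, 28 were higher in *Fgf18* △HSC livers and 20 of these passed the threshold, while *Il10* was lower. *Cxcl13* (chromosome 5, 95956951 to 95961068) rose from 0.414 ± 0.313 to 4.33 ± 2.07 TPM (SD, n = 3 livers each), a log2 fold change of 3.18 (standard error 0.45, limma adjusted p = 0.000342). For *Cxcr4* (chromosome 1, 128588199 to 128592293) the log2 fold change was 2.44 (standard error 0.21, limma adjusted p = 4.42e-05). *Il10* (chromosome 1, 131019845 to 131024974) fell from 15.3 ± 2.81 to 0.902 ± 0.432 TPM (SD, n = 3 livers each), a log2 fold change of -4.03 (standard error 0.33, limma adjusted p = 3.55e-05). Over the 29 genes the mean was higher by 1.23 (exact permutation test, two-sided, p = 0.1). Adjusting the p-values within each heat map list alone gave the same counts, 12 apoptosis genes and 21 inflammation genes with *Il10*, which shows no stability because the paper chose these genes from the same livers.
The listed genes also held the wider families to which most of these inflammation genes belong, the chemokines, interleukins, tumor necrosis factor and Toll-like receptor families and their receptors, and the colony-stimulating factors. Of 52 such genes, 31 were higher and 21 lower in *Fgf18* △HSC livers. Past the threshold were 24 higher and 20 lower genes, 44 in all, and 44 with p-values adjusted within the families alone. This balance depended on the processing, with 8 higher and 21 lower genes called in rescaled livers, 10 higher and 14 lower with a pseudocount of 1, and 31 higher and 21 lower with a pseudocount of 0.01. Fig. 3H draws 27 of the 52, of which 1 was lower, and among the 25 that it does not draw 5 were higher and 20 lower. *Ccl4* (chromosome 11, 83662584 to 83664683), which is not drawn, fell from 18.0 ± 0.623 to 2.86 ± 0.759 TPM (SD, n = 3 livers each), a log2 fold change of -2.65 (standard error 0.20, limma adjusted p = 2.4e-05). *Tnf* fell from 3.13 ± 0.482 to 1.24 ± 0.268 TPM (SD, n = 3 livers each; log2 fold change -1.27, standard error 0.20, limma adjusted p = 0.000608), although with a pseudocount of 1 its log2 fold change of -0.88 did not pass. *Il6* fell from 3.00 ± 0.152 to 0.652 ± 0.368 TPM (SD, n = 3 livers each; log2 fold change -2.20, standard error 0.38, limma adjusted p = 0.00098). The mean over the 52 genes differed by 0.11, no more than other splits of the 6 livers gave (two-sided exact permutation test, p = 0.7). Higher and lower genes cancel in this mean, so it cannot decide whether the families changed. The paper takes the higher values of the drawn genes as further evidence that FGF18 deficiency raised apoptosis and inflammation. Its other evidence came from serum ALT and AST, necrotic area, TUNEL, c-CAS-3 and MPO staining, and Bcl-2 and Bax protein. The RNA values do not test those measurements.

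**Figure D1:**
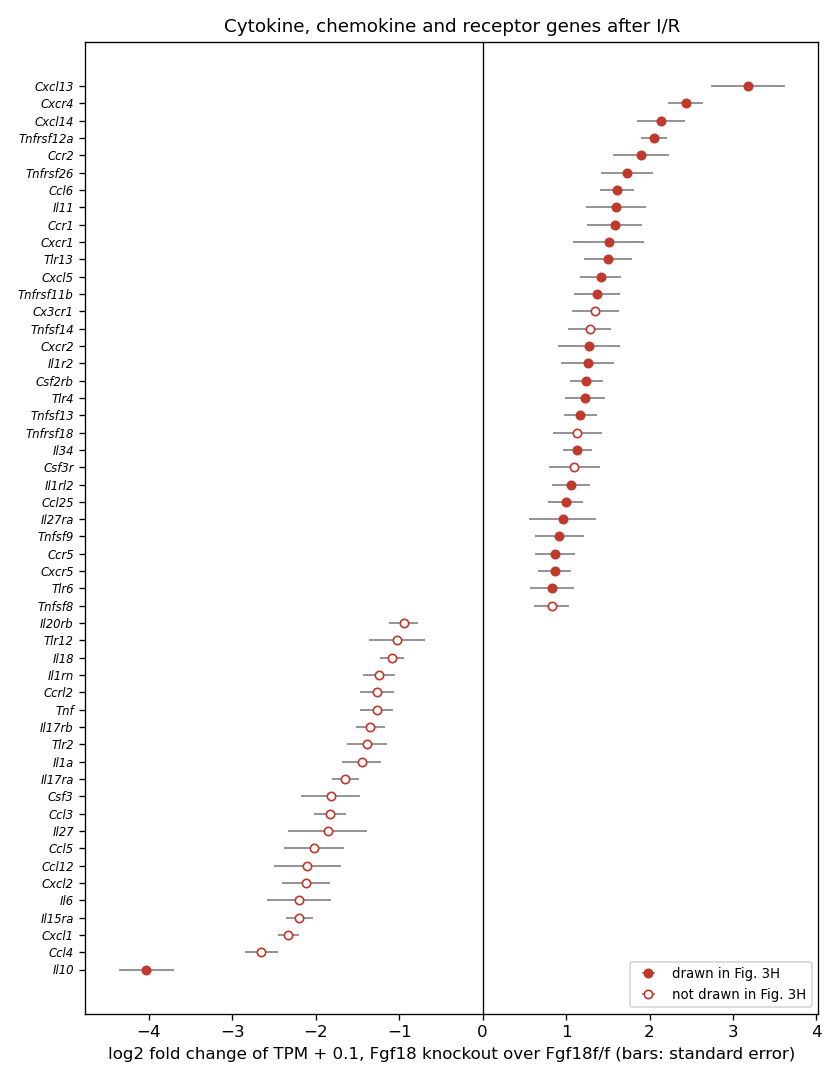
Log2 fold change of TPM + 0.1 in *Fgf18* △HSC over *Fgf18* f/f livers after I/R (3 livers each) for the 52 listed cytokine, chemokine and receptor genes, 1 gene per line, with bars of 1 standard error from limma. Filled points are the 27 genes drawn in Fig. 3H, which lie above 0 except *Il10* at -4.03, and open points are the 25 not drawn, of which 20 lie below 0.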

Collectively, these in vivo and in vitro results demonstrate that FGF18 deficiency in HSCs promotes apoptosis and inflammation during hepatic IRI.

**Fig. 3:**
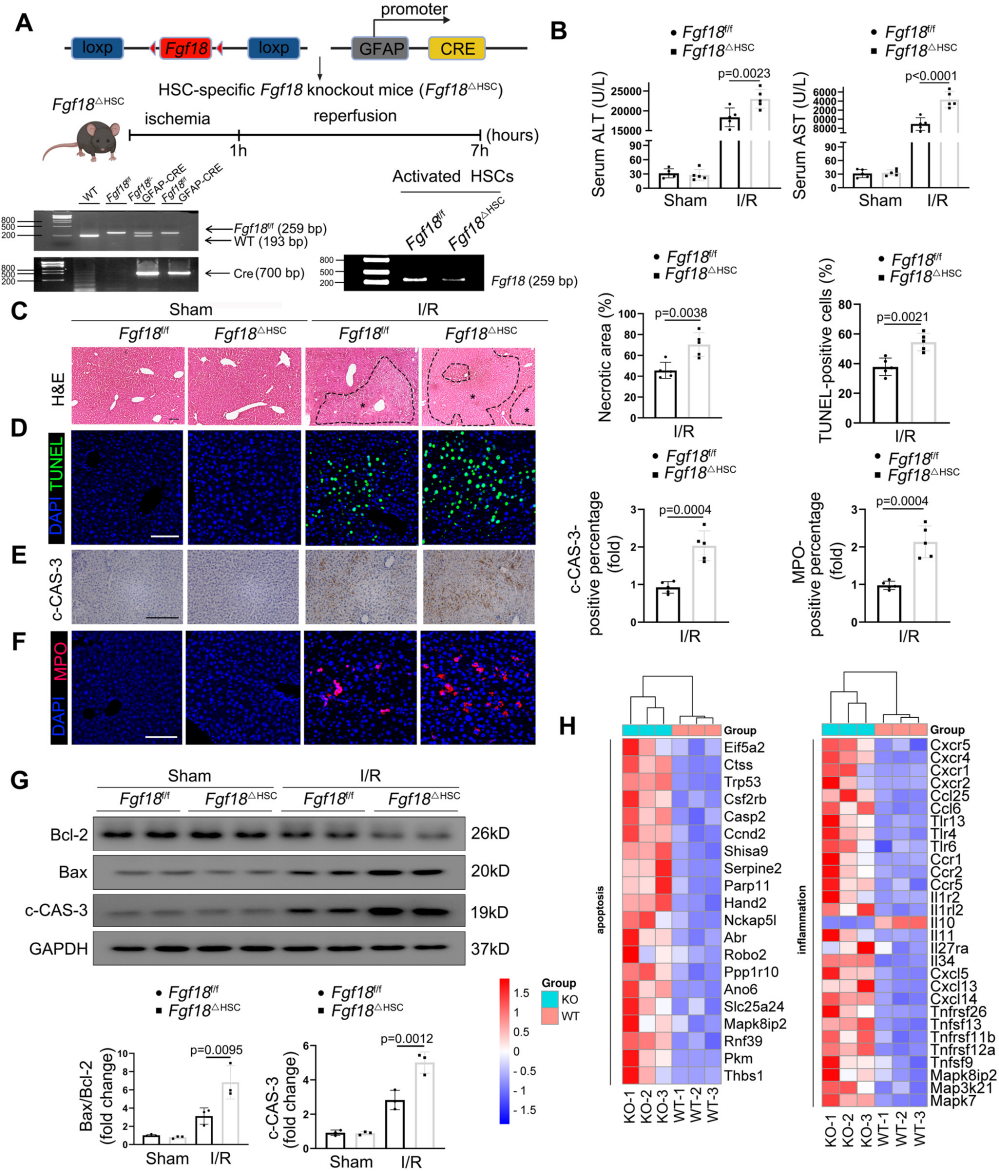
HSC-specific FGF18 deficiency aggravates liver apoptosis and the inflammatory response during hepatic IRI. *Fgf18*^△HSC^ mice were constructed by using *Fgf18*^f/f^ and GFAP-specific Cre mice. **A** Schematic diagram of mouse breeding. And the genotype of *Fgf18*^△HSC^ mice and the knockdown efficiency of FGF18 were verified by RT-PCR (*n* = 3). (Scheme is Created with BioRender.com). **B** Serum ALT and AST level (*n* = 5). **C** H&E staining of liver sections (*n* = 5). Scale bar = 100 μm. **D**–**F** TUNEL staining, c-CAS-3 immunohistochemistry, and MPO staining of liver sections (*n* = 5). Scale bar=100 μm. **G** Relative protein expression by western blotting (*n* = 3). **H** RNA-seq analysis of livers from *Fgf18*^f/f^ mice and *Fgf18*^△HSC^ mice subjected to I/R (1 h/6 h). Red indicated upregulation while blue indicated downregulation (*n* = 3). The statistical significance of differences were assessed by two-tailed student unpaired *t*-test for (**C**–**F**). Other assays were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file.

### FGF18-mediated protective effects in hepatic IRI is USP16 dependent

To determine the mechanisms by which FGF18 regulates apoptosis and inflammation in hepatocytes during hepatic IRI, we focused on an interesting deubiquitination enzyme, USP16. The level of USP16, a deubiquitinase widely implicated to function in cell proliferation, division, and differentiation, was dramatically increased upon liver IRI (Fig. S3). In parallel, the protein and mRNA levels of USP16 were markedly upregulated in clinical samples of patients who had undergone partial liver resection (Fig. 4A, B). Moreover, the postoperative USP16 levels was also positively correlated with ALT levels at POD1 (Fig. 4C**:** *R*^2^ = 0.7114, *p* < 0.0001). Interestingly, FGF18 overexpression significantly decreased the expression of USP16 in mice (Fig. S4A). Consistently, hepatocytes treated with the supernatant of H/R-challenged LX-2 cells transfected with Ad-sh*FGF18* exhibited a higher level of USP16 (Fig. 4D).

**Fig. 4:**
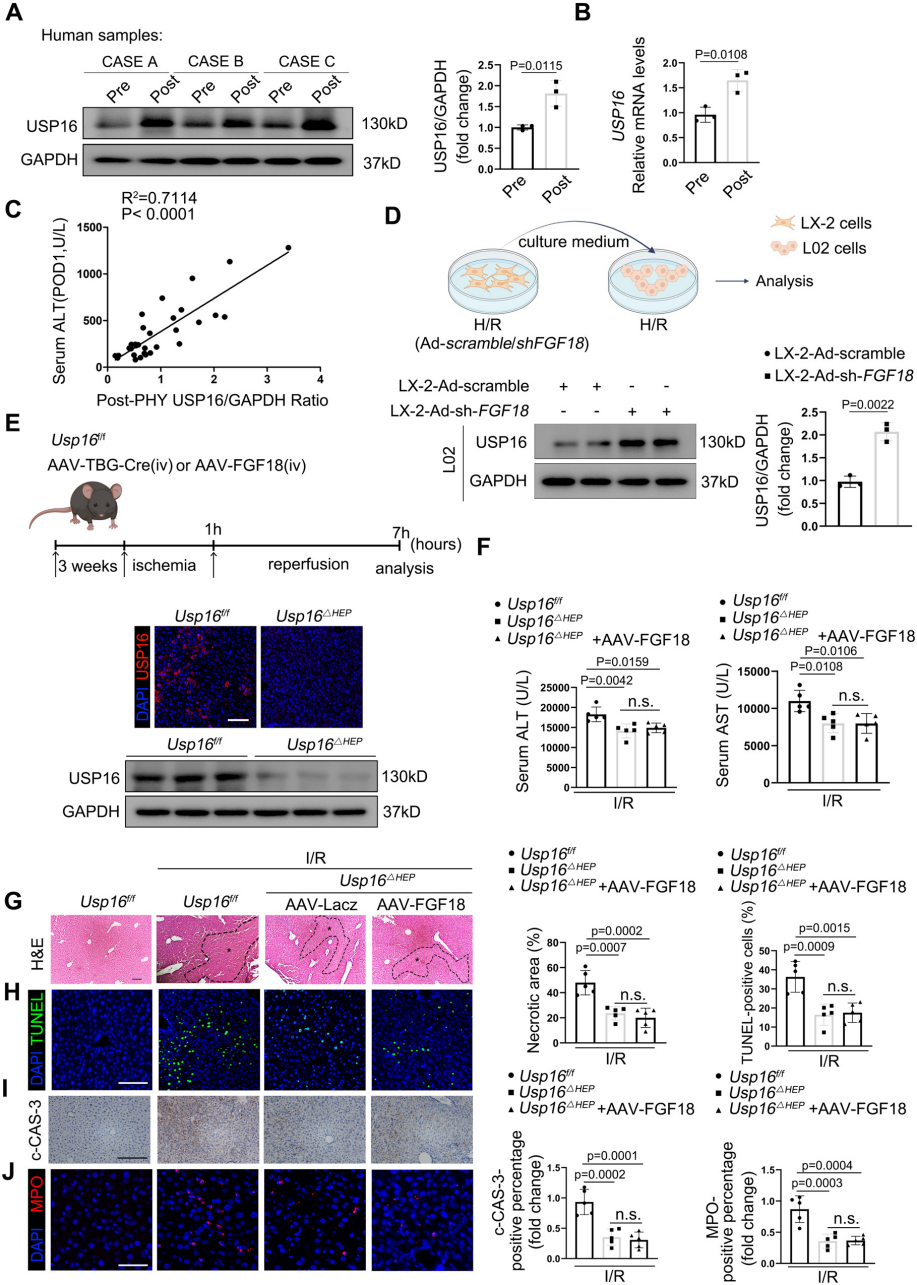
FGF18-mediated protective effects in hepatic IRI is USP16 dependent. **A** Relative protein expression by western blotting (*n* = 3). **B** Relative mRNA expression of genes by RT-PCR (*n* = 3). **C** The ratio of USP16/GAPDH after hepatectomy positively correlated with ALT at POD1 (*n* = 32). **D** schematic representation of the cell-based supernatant transfer assay. Relative protein expression by western blotting (*n* = 3). (Scheme is Created with BioRender.com) **E** *Usp16*^f/f^ mice were injected with AAV-TBG-Cre via tail tein. After stably expressed for two weeks, mice were subjected to I/R (1 h/6 h) surgery. Schematic diagram of the work. And immunofluorescence and western blotting showed the knockdown efficiency of USP16 (*n* = 5). (Scheme is Created with BioRender.com) **F** Serum ALT and AST level (*n* = 5). **G** H&E staining of liver sections (*n* = 5). Scale bar = 100 μm. **H**–**J** TUNEL staining, c-CAS-3 immunohistochemistry, and MPO staining of liver sections (*n* = 5). Scale bar = 100 μm. The statistical significance of differences were assessed by two-tailed student unpaired *t*-test for (**A**, **B**, **D**). Other assays were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file. (n.s. not significant.).

Next, we further validated the regulation of USP16 by FGF18 in vivo. *Usp16*^△Hep^ mice were constructed by injecting AAV-TBG-Cre into *Usp16*^f/f^ mice via the tail vein. Knockdown of USP16 in the liver was confirmed by western blotting and immunofluorescence staining (Fig. 4E). *Usp16*^△Hep^ mice were injected with AAV-LacZ or AAV-FGF18 and subjected to IRI-inducing surgery. The increases in apoptosis and the inflammatory response upon I/R surgery were dramatically decreased in *Usp16*^△Hep^ mice. However, overexpression of FGF18 did not further alleviate IRI in *Usp16*^△Hep^ mice, as indicated by the similar serum ALT/AST levels, necrotic areas, and levels of tissue apoptosis and inflammation in *Usp16*^△Hep^ mice injected with AAV-LacZ and *Usp16*^△Hep^ mice injected with AAV-FGF18 (Fig. 4F–J). Collectively, these results demonstrate that the protective effects of FGF18 against hepatic IRI are dependent on USP16.

### FGF18-mediated protective effects in hepatic IRI are Nrf2 dependent

Next, we performed RNA-sequencing analysis comparing the livers of *Fgf18*^f/f^ mice and *Fgf18*^△HSC^ mice subjected to IRI. 

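Over the 3201 listed genes of these livers, 2294 passed the threshold, 1333 of them higher and 961 lower in *Fgf18* △HSC livers. The authors' deposited table marks 2083 of its genes as up and 1118 as down, and each of the 3201 genes had the same direction in limma as there. All 3 *Fgf18* △HSC livers lay above or below all 3 *Fgf18* f/f livers in 3082 genes (96.3%), against the 10% that chance gives for 3 livers against 3, but the genes had been selected for such a difference. Direction went with the level of the gene. Of the genes with a mean of at most 1 TPM, the authors' deposited table marks 1529 as up and 248 as down, whereas of those with a mean above 100 TPM it marks 14 as up and 92 as down. The share of higher genes among those called depended on the scaling and on the pseudocount. It was 58.1% with the values as deposited and 65.6% with a pseudocount of 0.01 (1995 higher and 1048 lower). With a pseudocount of 1 it was 32.0% (266 higher and 566 lower), and with rescaled livers 21.9% (312 higher and 1112 lower). The rescaling shifted the log2 fold changes of the genes by a median of -0.77. Limma-voom on the recovered reads of 2933 genes, an alternative chosen after the data were seen, called 1890 higher and 953 lower. With each liver left out in turn, from 1204 to 1377 genes were higher and from 907 to 975 lower.
Of the 21 mouse genes that the paper names for its pathway, 7 had values among the listed genes, and the other 14, *Usp16*, *Keap1* and *Nfe2l2* (which encodes Nrf2) among them, were not analysed here. *Fgfr3* (chromosome 5 of GRCm38, 33721674 to 33737068) fell from 5.91 ± 0.377 TPM in *Fgf18* f/f livers to 2.28 ± 0.622 TPM in *Fgf18* △HSC livers (SD, n = 3 livers each), a log2 fold change of -1.37 (standard error 0.21, limma adjusted p = 0.000493).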

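Among the listed genes were 12 of glutathione metabolism, by gene families and enzymes named before the values were seen, since no KEGG table was used here. Of these 12, 10 were lower and 2 higher in *Fgf18* △HSC livers after I/R. Past the threshold were 9 lower genes and 1 higher gene, *Gpx3*, and adjusting the p-values over these 12 alone gave 10 as well. Over the 12 genes the mean changed by -1.30 on the log2 scale in *Fgf18* △HSC livers (exact permutation test, two-sided, p = 0.1). *Gsta2* (chromosome 9 of GRCm38, 78331018 to 78355788), a glutathione S-transferase, fell from 62.8 ± 4.04 TPM in *Fgf18* f/f livers to 6.76 ± 1.33 TPM in *Fgf18* △HSC livers (SD, n = 3 livers each), a log2 fold change of -3.21 (standard error 0.16, limma adjusted p = 9.03e-06). Its paralog *Gsta1* (chromosome 9, 78230656 to 78242684) had a log2 fold change of -2.35 (standard error 0.27, limma adjusted p = 0.000124), and reads of such close copies may be divided unevenly by the counting. *Gstm1* (chromosome 3, 108012255 to 108017973), at 3112 ± 129 TPM in *Fgf18* f/f livers and 597 ± 25.2 TPM in *Fgf18* △HSC livers (SD, n = 3 livers each), fell by 2.38 on the log2 scale (standard error 0.11, limma adjusted p = 7.49e-06). Each of the 12 genes had all livers of one genotype above all livers of the other, where chance gives 10%, in genes that were selected for a difference.
Of 32 genes named beforehand as targets of the transcription factor Nrf2, 15 had values. In *Fgf18* △HSC livers 13 were lower, 12 of them past the threshold, and 2 were higher and past the threshold, *Srxn1* and *Slc7a11*. The same 14 calls came from p-values adjusted over the 15 genes. The mean over the 15 genes changed by -1.25 (exact permutation test, two-sided, p = 0.1). The list shares genes with the glutathione list, *Gsta2* among them. Of all listed genes with a mean of 10 to 100 TPM, the authors' deposited table marks 54 as up and 307 as down. Lower values are therefore not specific to these lists. *Nqo1* (chromosome 8, 107388225 to 107403206) fell from 13.2 ± 2.02 to 4.30 ± 1.05 TPM (SD, n = 3 livers each), a log2 fold change of -1.62 (standard error 0.19, limma adjusted p = 0.000158). *Sod2* (chromosome 17, 13006846 to 13040063) fell from 96.9 ± 4.68 to 35.5 ± 2.04 TPM (SD, n = 3 livers each), a log2 fold change of -1.44 (standard error 0.10, limma adjusted p = 2.03e-05).

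**Figure D2:**
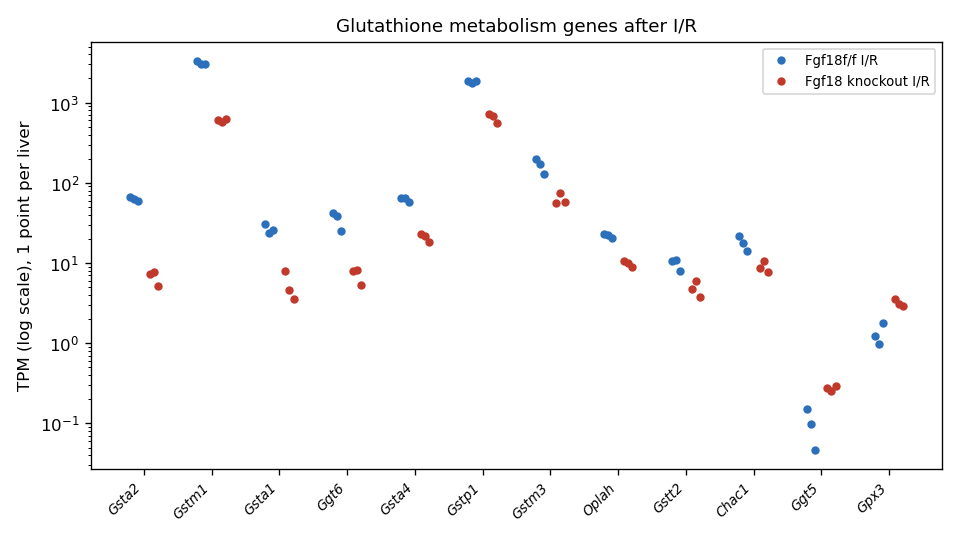
TPM on a log scale of the 12 listed glutathione metabolism genes in livers after I/R, 1 point per liver, 3 *Fgf18* f/f livers in blue and 3 *Fgf18* △HSC livers in red. In 10 genes the *Fgf18* △HSC livers lie below the *Fgf18* f/f livers and in *Ggt5* and *Gpx3* above them.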

KEGG and BP analysis showed that FGF18 deficiency induced the profound enrichment of genes associated with xenobiotic and glutathione metabolism (Fig. S5A–D), indicating the activation of Nrf2 signaling. Consistently, IRI-induced expression of Nrf2 and its downstream target HO-1 was much lower in *Fgf18*^△HSC^ mice than in *Fgf18*^f/f^ mice (Fig. S5E). In addition, H/R slightly induced Nrf2 expression, whereas FGF18 treatment further increased the total and nuclear levels of Nrf2 in hepatocytes according to western blotting (Fig. S5F). Immunofluorescence analysis yielded the same results (Fig. S5G). DCFH-DA staining showed that FGF18 significantly alleviated ROS levels in H/R treated hepatocytes (Fig. S5I). Furthermore, transfection of hepatocytes with si-*Nrf2* abolished the protective effects of FGF18 and increased expression of proapoptotic proteins (Fig. S5J).

To verify that amelioration of hepatic IRI by FGF18 is dependent on Nrf2, we generated global *Nrf2 KO* mice and confirmed that Nrf2 was not expressed in the liver using western blotting analyses (Fig. S6A, B). Then, *Nrf2 KO* mice were injected with AAV2/9-FGF18 via the tail vein and subjected to hepatic I/R surgery. *Nrf2 KO* mice with and without FGF18 overexpression showed similar serum ALT/AST levels, necrotic areas, and levels of tissue apoptosis and ROS (Fig. S6C–F, H–I). Moreover, they exhibited similar levels of inflammatory cell infiltration and mRNA levels of the inflammatory factors *TNFα*, *IL6*, and *IL1β* (Fig. S6G, J). Taken together, these results suggest that the Nrf2 signaling pathway is required for the protective effects of FGF18 against hepatic IRI.

### USP16 directly interacts with KEAP1 and prevents the activation of Nrf2 signaling

Considering that FGF18 regulates both Nrf2 and USP16, we speculated that USP16 may mediate the protective effects of FGF18 against hepatic IRI by affecting Nrf2 signaling. As expected, *Usp16*^△Hep^ mice showed increased protein levels of Nrf2 and HO-1 (Fig. S5K). Also, it is widely known that KEAP1 plays a critical role in the regulation of Nrf2 protein stability. Our experiments found that FGF18 treatment significantly decreased the protein level of KEAP1 along with its unchanged mRNA level (Fig. 5B). Meanwhile, AAV-FGF18-injected mice also exhibited a decreased protein level of KEAP1 (Fig. S4A). In addition, the decreased KEAP1 level induced by FGF18 treatment was reversed in the presence of MG132, but not of CQ, indicating that FGF18 mediates degradation of KEAP1 upon H/R via the deubiquitinase function of USP16 (Fig. 5A). Next, to determine how USP16 affects KEAP1 signaling, co-immunoprecipitation assays and mass spectrometry were performed to detect the potential substrates of USP16 in Flag-USP16-overexpressing HEK293T cells. As expected, KEAP1 was identified as a potential interacting factor (Fig. 5C and Fig. S7A, B). We then examined the interaction between USP16 and KEAP1. Immunoprecipitation assays showed that USP16 and KEAP1 were intrinsically interacted in HepG2 cells under normal conditions (Fig. S7C). Immunofluorescence staining further verified the colocalization of USP16 and KEAP1 in the cytoplasm (Fig. 5D). Proximity ligation assay also yielded the same results (Fig. 5E). Moreover, the interaction between USP16 and KEAP1 was confirmed in HEK293T cells transfected with Flag-USP16 and HA-KEAP1 (Fig. 5F). GST-pull-down assay showed the same result (Fig. 5G). In addition, we mapped the interaction domains between USP16 and KEAP1 mutants, and found that the double glycine repeat (DGR) domain of KEAP1 was crucial for its interaction with USP16 (Fig. 5I).

**Fig. 5:**
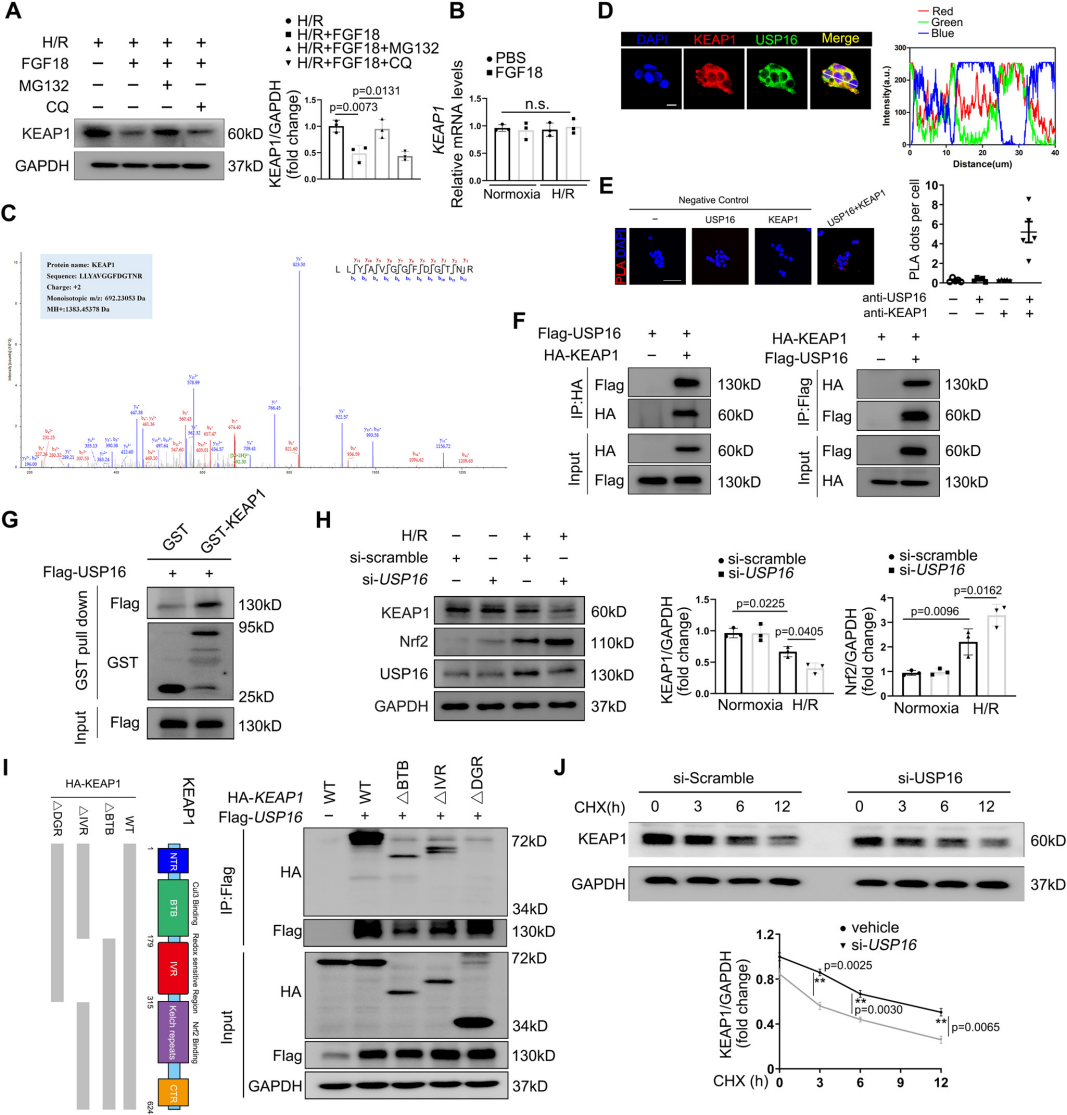
USP16 directly interacts with KEAP1. **A** Protein level of KEAP1 was analyzed in HepG2 cells treated with FGF18 or not under H/R (4 h/6 h) challenge. The above cells were simultaneously subjected to MG132 (10 μM) or CQ (50 μM) in the process of H/R (4 h/6 h) (*n* = 3). **B** Relative mRNA expression of genes by RT-PCR (*n* = 3). **C** The peptide sequences of the KEAP1 protein was detected by mass spectrometry. **D** Immunofluorescence for KEAP1 (red) and USP16 (green). Scale bar = 20 μm. The white line represented the statistical position (*n* = 5). **E** PLA assays (*n* = 5). Scale bar = 50 μm. **F** Representative Co-immunoprecipitation experiment of KEAP1 and USP16 in HEK293T cells (*n* = 3). **G** Co-immunoprecipitation experiment was carried out to determine the specific binding domain between Flag-USP16 and HA-KEAP1 (*n* = 3). **H** Relative protein expression by western blotting (*n* = 3). **I** In vitro GST pull-down assay analysis of the interaction of USP16 and KEAP1 (*n* = 3). **J** HepG2 cells transfected with si-*USP16* were treated with CHX, and the cells were collected at the indicated times (*n* = 3). The statistical significance of differences were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file. (n.s. not significant.).

We then investigated whether USP16 influences the Nrf2 signaling pathway by affecting expression of KEAP1. As expected, H/R dramatically decreased KEAP1 expression, and knockdown of *USP16* further reduced KEAP1 expression, accompanied by activation of the Nrf2 signaling pathway (Fig. 5H). Furthermore, knockdown of USP16 markedly increased KEAP1 degradation rate (Fig. 5J). Collectively, these results demonstrate that USP16 directly interacts with KEAP1 to prevent the activation of Nrf2 signaling.

### USP16 inhibits K48-linked ubiquitination and degradation of KEAP1, which are required for alleviation of hepatic IRI by FGF18

To further confirm the role of USP16 in the regulation of KEAP1, we examined the binding between USP16 and KEAP1 upon H/R. The result showed that USP16 indeed interacts with KEAP1, and its interaction was significantly elevated in response to H/R (Fig. 6A). In addition, USP16 knockdown significantly increased ubiquitination of KEAP1. By contrast, USP16 overexpression reduced the ubiquitination of KEAP1, and a catalytically inactive USP16 mutant (C205S) could not deubiquitinate KEAP1 (Fig. 6B, C). The function of USP16 was reportedly dependent on deubiquitination of H2A histones. However, our result showed that the USP16-mediated effects of KEAP1 were independent of H2A histone deubiquitination (Fig. S8). We next examined the subtypes of polyubiquitin chains conjugated to KEAP1, which were removed by USP16 in cotransfected HEK293T cells. USP16 selectively removed K48-linked polyubiquitin chains from KEAP1 (Fig. S9**)**. Meanwhile, USP16 did not change the ubiquitination levels of KEAP1 in H/R-challenged HepG2 cells transfected with HA-K48R (Fig. 6D). Considering that USP16 binds to the DGR region of KEAP1, we further transfected KEAP1-WT or KEAP1-△DGR in USP16-overexpressing HepG2 cells and challenged them with H/R. The results showed that USP16 failed to inactivate Nrf2 signaling pathway, and the expression of proapoptotic protein was decreased in KEAP1-△DRG HepG2 cells (Fig. 6E). As expected, FGF18 significantly increased the ubiquitination level of KEAP1 upon H/R stimulation (Fig. 6F). Overexpression of USP16 completely abrogated activation of the Nrf2 signaling pathway by FGF18 treatment and its antiapoptotic effects, while overexpression of the USP16 mutant (C205S) did not (Fig. 6G). Taken together, these results demonstrate that USP16 inhibits K48-linked ubiquitination and degradation of KEAP1, which are required for activation of the Nrf2 signaling by FGF18.

**Fig. 6:**
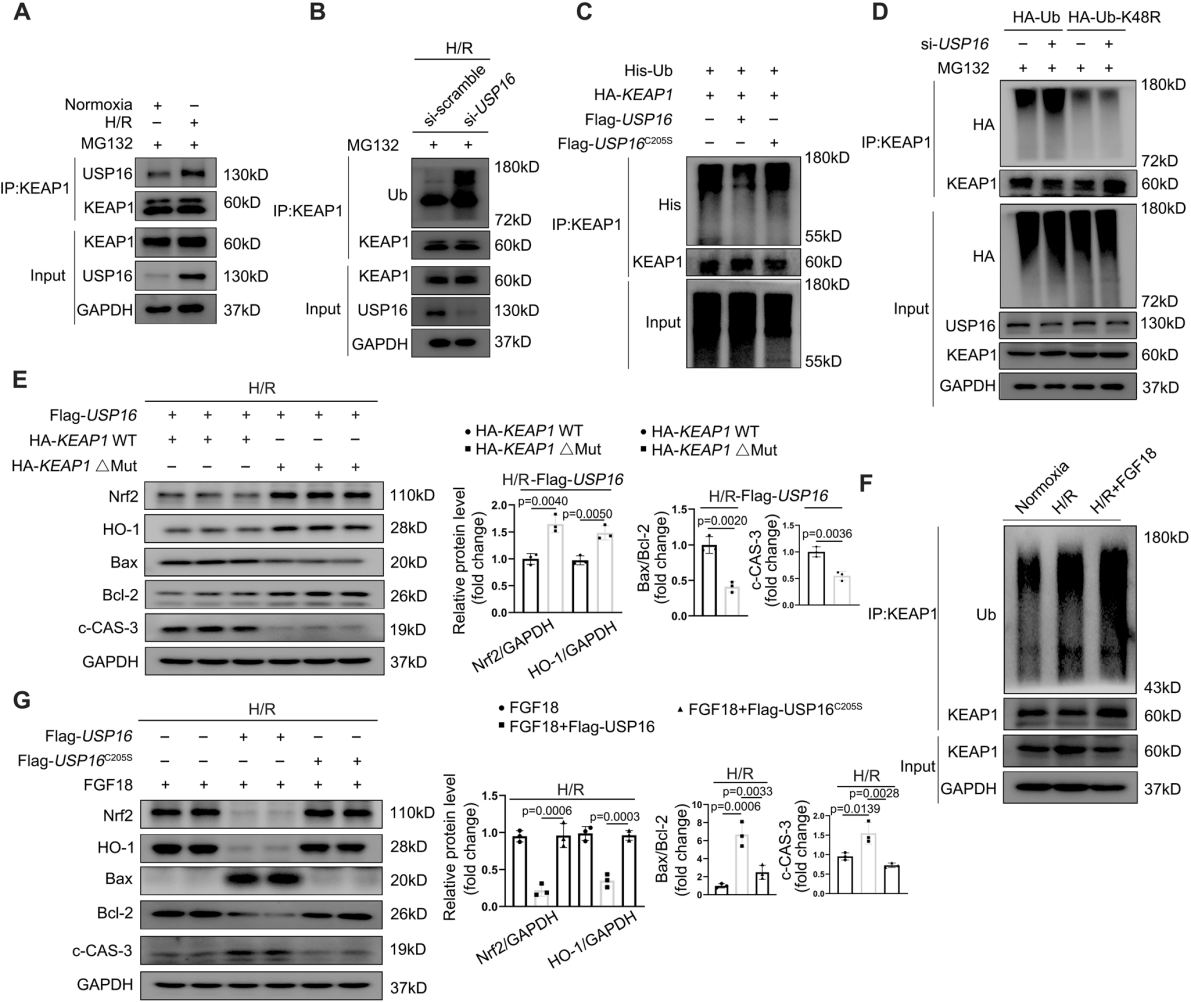
USP16 inhibits K48-linked ubiquitination and degradation of KEAP1, which are required for alleviation of hepatic IRI by FGF18. **A** The interaction of KEAP1 and USP16 in HepG2 was detected in H/R (4 h/6 h) challenge or not (*n* = 3). **B** The ubiquitination level of KEAP1 was determined in the indicated group in HepG2 cells (*n* = 3). **C** The ubiquitination level of KEAP1 was determined in the indicated group in HEK293 cells (*n* = 3). **D** HA-Ub or HA-Ub (K48-Mut) was transfected into HepG2 cells in the presence of si-*USP16* or si-*scramble*. The ubiquitination level of KEAP1 was detected in the indicated group (*n* = 3). **E** Flag-USP16 overexpressed HepG2 were transfected with HA-KEAP1 (WT) or HA-KEAP1 (domain Mut). Relative protein expression by western blotting. **F** The ubiquitination level of KEAP1 was determined in the indicated group in HepG2 cells (*n* = 3). **G** HepG2 cells were subjected to H/R (4 h/6 h) challenge in the presence of FGF18. Then cells were simultaneously transfected Flag-USP16, Flag-USP16^C205S^, or not. Relative protein expression by western blotting (*n* = 3). The statistical significance of differences were assessed by two-tailed student unpaired *t*-test for (**E**). Other assays were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file.

### USP16 is essential for aggravation of hepatic IRI by FGF18 deficiency

Next, to evaluate whether regulation of hepatic IRI by FGF18 is dependent on USP16 in vivo, we infected *Fgf18*^△HSC^ mice with AAV8-shUSP16 under the control of TBG promoter to knockdown USP16 in hepatocytes. The successfully knockdown of USP16 in the liver was confirmed by western blotting (Fig. 7A). These mice were subjected to I/R surgery. We found that knockdown of USP16 in *Fgf18*^△HSC^ mice greatly reduced the necrotic area and improved liver function, as indicated by H&E staining and measurement of ALT/AST levels (Fig. 7B, C). Meanwhile, FGF18 deficiency largely increased the apoptosis levels in hepatocytes after I/R surgery, and this effect was largely abolished by the knockdown of USP16 (Fig. 7D, E, H). Moreover, knockdown of USP16 significantly impaired the inflammatory response in *Fgf18*^Δ^^HSC^ mice, as evidenced by MPO staining (Fig. 7F). As expected, knockdown of USP16 in *Fgf18*^△HSC^ mice markedly activated Nrf2 signaling (Fig. 7H) and reduced ROS level (Fig. 7G, I). Taken together, these results suggest that USP16 is essential for aggravation of hepatic IRI by FGF18 deficiency.

**Fig. 7:**
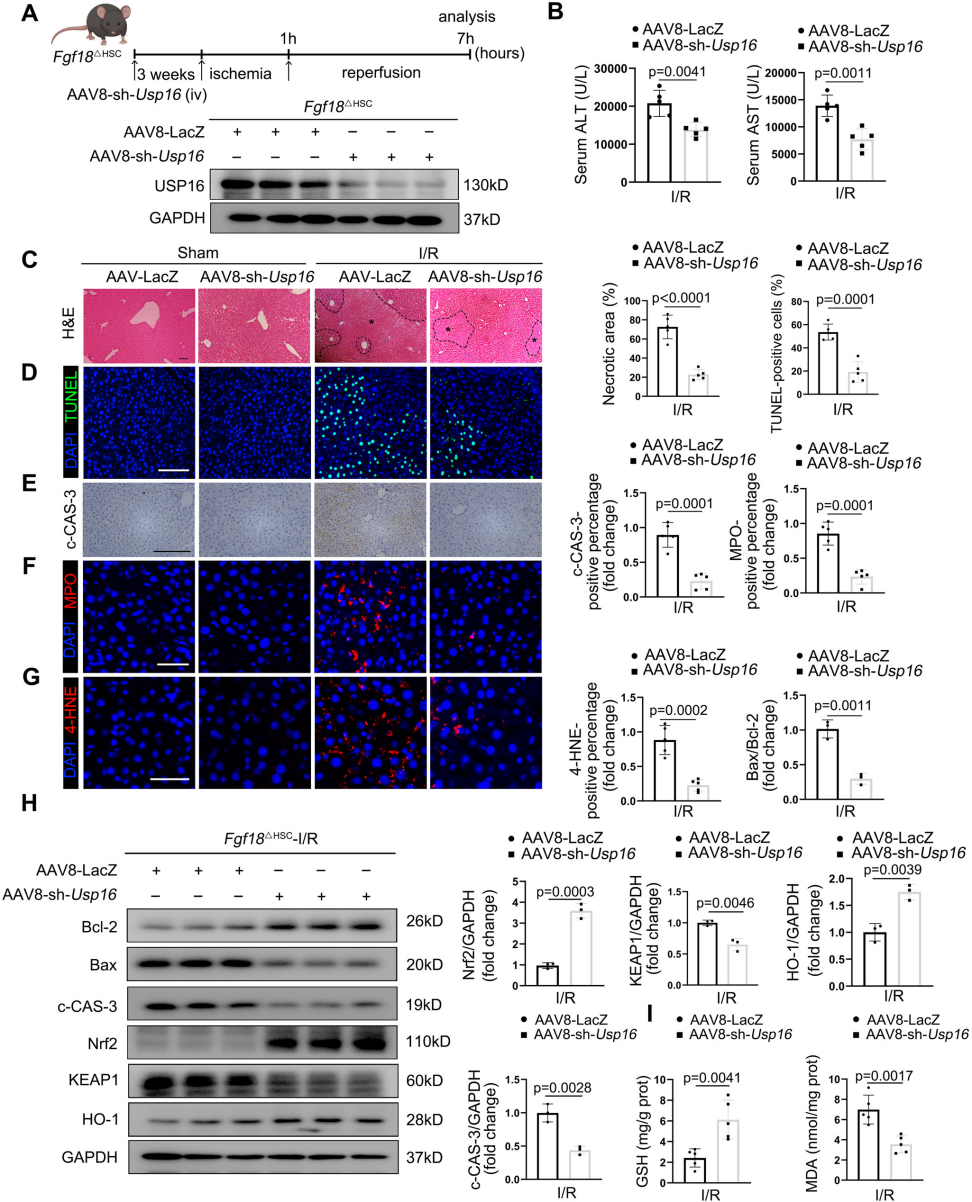
USP16 is essential for aggravation of hepatic IRI by FGF18 deficiency. *Fgf18*^△HSC^ mice were injected with AAV8-TBG-sh-*USP16* via tail tein. After stably expressed for two weeks, mice were subjected to I/R (1 h/6 h) surgery. **A** Schematic diagram of the work (*n* = 5) (Scheme is Created with BioRender.com). **B** Serum ALT and AST level (*n* = 5). **C** H&E staining of liver sections. Scale bar = 100 μm. **D**–**G** TUNEL staining, c-CAS-3 immunohistochemistry, MPO, and 4-HNE staining of liver sections (*n* = 5). Scale bar = 100 μm. **H** Relative protein expression by western blotting (*n* = 3). **I** Liver GSH and MDA levels (*n* = 5). The statistical significance of differences were assessed by two-tailed student unpaired *t*-test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file.

### FGF18-induced Nrf2 binds to the USP16 promoter and forms a negative feedback loop

The mechanism underlying USP16-mediated KEAP1 deubiquitination and regulation of Nrf2 signaling was further explored. Interestingly, we found that both the protein and mRNA levels of USP16 were dramatically increased in ML385 (Nrf2-specific inhibitor)-treated HepG2 cells challenged with H/R in the presence of FGF18 (Fig. 8A, B). Consistently, in vivo results also showed that the protein and mRNA levels of USP16 were markedly increased in *Nrf2 KO* mice in response to I/R surgery, indicating that Nrf2 affects the transcription of USP16 (Fig. 8C, D). Using the JASPAR database (http://jaspar.genereg.net/), we computationally found a Nrf2-binding site in the *USP16* promoter region, suggesting that USP16 is a transcriptional target of Nrf2. To identify the link between Nrf2 and USP16, we performed CHIP assay and found the significant enrichment of Nrf2 at USP16 promoter under H/R challenge. And this enrichment was higher in the presence of FGF18 (Fig. 8E). Moreover, HEK293T cells were cotransfected with a luciferase vector harboring USP16-WT or USP16 with a mutated promoter region (Mutant) and Nrf2. After 36 h, a luciferase assay was performed. Unexpectedly, overexpression of Nrf2 even upregulated the luciferase reporter expression from USP16-WT, but not from USP16 Mutant (Fig. 8F). However, in H/R-challenged HepG2 cells, luciferase reporter expression was markedly induced by H/R while greatly inhibited by Nrf2 overexpression, indicating that Nrf2 requires the actions of other transcription factors to repress expression of the *USP16* gene (Fig. 8F). This topic needs to be researched further.

**Fig. 8:**
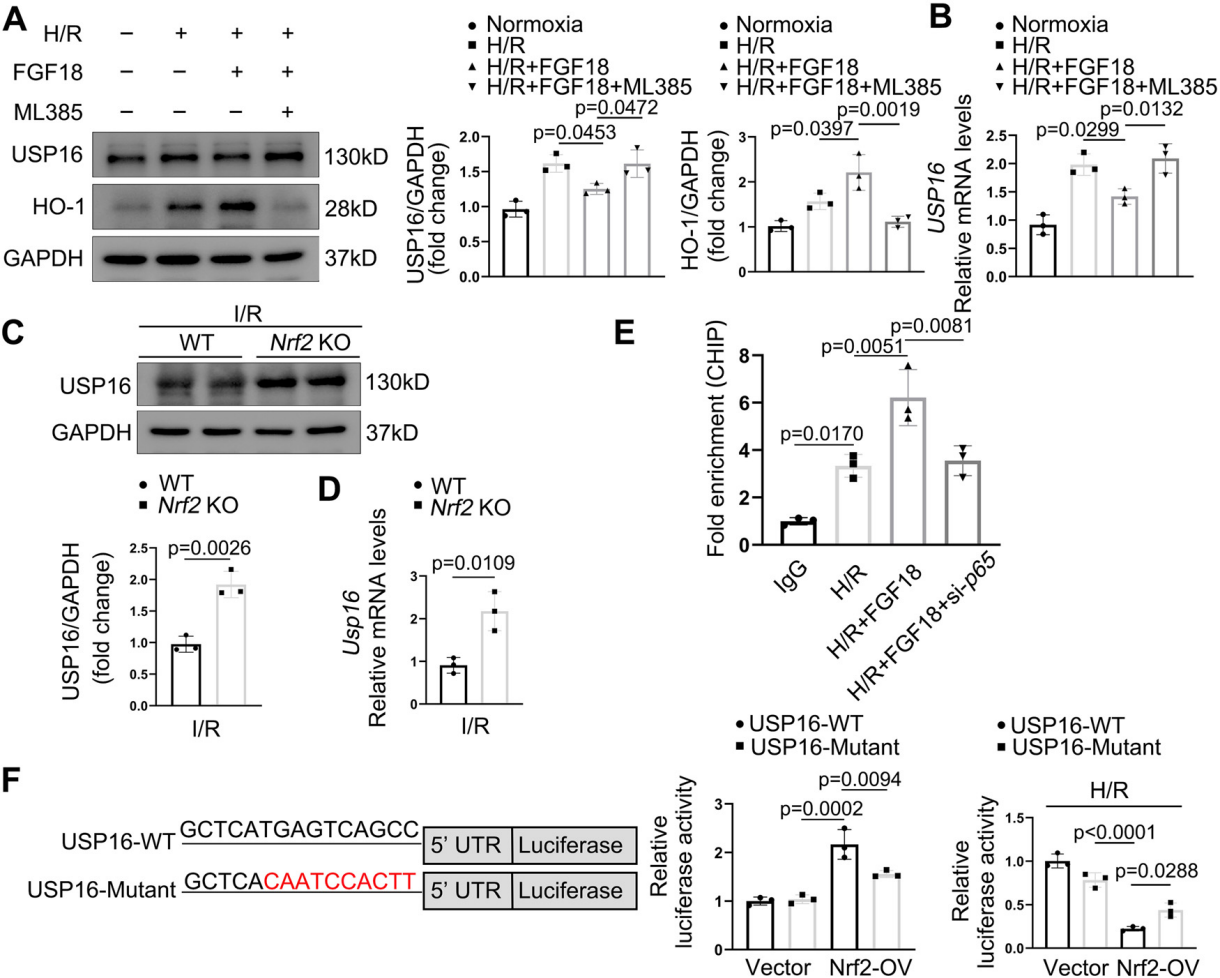
FGF18-induced Nrf2 binds to the USP16 promoter and forms a negative feedback loop. **A** Protein levels of USP16 and HO-1 in H/R (4 h/6 h) treated HepG2 cells in the presence or absence of FGF18 or ML385 (10 μM), or not (*n* = 3 per group) (*n* = 3). **B** Relative mRNA expression of genes by RT-PCR (*n* = 3). **C** Relative protein expression by western blotting (*n* = 3). **D** Relative mRNA expression of genes by RT-PCR (*n* = 3). **E** Relative luciferase activity was detected (*n* = 3). **F** Binding of Nrf2 to the USP16 promoter region in H/R treated HepG2 cells was examined by CHIP assay (*n* = 3). The statistical significance of differences were assessed by two-tailed student unpaired *t*-test for (**C**, **D**). Other assays were assessed by one-way ANOVA, followed by Tukey’s multiple comparison test. Data are presented as means ± SEM with individual values. All numbers (*n*) are biologically independent experiments. Source data are provided as a Source Data file.

### Exogenous FGF18 injection alleviates liver damage during hepatic IRI

We further used exogenous FGF18 protein to explore its role in hepatic IRI (Fig. S11A). As expected, injury was reduced in the livers of FGF18-treated mice, as reflected by the results of liver function, and western blotting (Fig. S11B, C). In addition, FGF18-treated mice exhibited less necrosis area, inflammation and apoptosis (Fig. S11E–G). In summary, the above results suggested that targeting of FGF18 is a promising approach to protect the liver against IRI.

## Discussion

Hepatic IRI contributes to the morbidity and mortality associated with liver resection and transplantation^24^. Therefore, new therapeutic interventions to alleviate hepatic IRI has been intensely investigated. In this study, we identified FGF18 as a promising therapeutic target for hepatic IRI. We found that expression of FGF18 was increased in HSCs during hepatic IRI in vivo and in vitro. In addition, hepatic IRI was aggravated by HSC-specific deletion of FGF18 and alleviated by overexpression of FGF18. Mechanistically, FGF18 decreased expression of USP16 and thereby upregulated the KEAP1 ubiquitination level, leading to activation of the Nrf2 signaling pathway. In addition, we found that Nrf2 regulated USP16 level through transcriptional inhibition. Importantly, the potential involvement of FGF18 and USP16 in hepatic IRI was clinically confirmed in clinical patients who had undergone liver resection. Therefore, FGF18 is a key regulator of hepatic IRI for clinical applications.

FGF18, a member of the paracrine FGF family, is involved in various cellular activities. It reduces osteoarthritis by alleviating oxidative stress and apoptosis in chondrocytes^25^. Furthermore, FGF18 is extensively involved in development of the bones and lungs, and may play a role in distal lung remodeling rather than having an effect on lung morphogenesis^26, 27^. Our previous study demonstrated that FGF18 protects against liver fibrosis by inhibiting activation of HSCs mediated by the Hippo signaling pathway^28^. In the present study, we found that FGF18 was increased upon hepatic IRI, and that overexpression of FGF18 significantly ameliorated hepatic IRI. We believe that FGF18 production upon hepatic IRI was transient and moderate, and that it could not reverse the damage caused by hepatic IRI in our experiments. In addition, our experiments confirmed that specific knockdown of FGF18 aggravated the damage, which well explains why FGF18 was upregulated upon hepatic IRI, accompanied by a protective role. Given that the beneficial effects of FGF18, it cannot be directly used as an indicator of the extent of hepatic IRI, but we speculated that FGF18 was indeed involved in this process and plays a crucial role. In addition, we also found that FGF18 not only suppressed apoptosis, but also regulated ferroptosis, pyroptosis, and necroptosis (data was not shown). However, the specific mechanism involved in these cell death pathway mediated by FGF18 treatment needed to be further explored.

RNA-sequencing analysis demonstrated that glutathione metabolism was the most significantly enriched pathway upon FGF18 treatment, indicating that the protective role of FGF18 is related to the Nrf2 signaling pathway. Meanwhile, our study showed that FGF18 treatment markedly activated the Nrf2 signaling pathway in vivo and in vitro. To make the H/R model more convincing, we also determined the optimal timing of the H/R models in different hepatocytes (Fig. S10A–C). Nrf2 plays an important role in hepatic IRI^29, 30^, but its upstream regulatory mechanisms have not been fully elucidated. Intriguingly, our study revealed that the mRNA and protein levels of USP16 were dramatically decreased in the presence of FGF18. USP16, a deubiquitinase, is involved in a variety of cellular activities^31^. Our study further showed that USP16 affected the Nrf2 signaling pathway by directly binding to and deubiquitinating KEAP1 with K48-linked ubiquitination. USP16 has been widely studied as a histone H2A deubiquitinase that modulates gene expression by promoting H2A histone deubiquitination^32^. Surprisingly, FGF18 treatment did not change the ubiquitination level of H2A histones in this study, indicating that FGF18-mediated protection was not due to the histone H2A deubiquitination modification caused by USP16, but by function in a non-classical manner. In addition, USP16 bound to several proteins by mass spectrometry (supplementary materials), suggesting that the role of USP16 in hepatic IRI was not merely dependent on KEAP1, and thus needs to be studied further. Moreover, We also performed RNA-sequencing between I/R and I/R + AAV-FGF18 in mice, and found that USP2 and USP29 markedly changed after FGF18 overexpression. This may provided another mechanism for FGF18 treatment to improve hepatic IRI. All in all, this is the study to demonstrate that the relationship between FGF and deubiquitinated proteins in the process of hepatic IRI. These findings increase understanding of the role of FGFs in hepatic IRI.

As an activating transcription factor, Nrf2 translocates into the nuclear and promotes the expression of anti-oxidative stress proteins^33^. Interestingly, our work found that Nrf2 elevated luciferase reporter expression from USP16*-*WT, but inhibited luciferase reporter expression from USP16 under H/R conditions, suggesting that Nrf2 suppresses the mRNA level of *USP16*, and it may need other transcription factors to achieve the functions. Thereby, further researches are still need to be explored. Taken together, our experiments uncovered a noncanonical mode-of-function of Nrf2 during hepatic IRI, consistent with the previous finding that Nrf2 inhibits the inflammatory response by blocking transcription of proinflammatory cytokines^34^, in which IL-6 expressed was inhibited by Nrf2 via interfering with the p65-mediated transcriptional activation of the gene. It worth to be note that previous study also demonstrated that p65 can induce the expression of *USP16*^35^.

Considering our previous findings that FGF could reduce the expression of p65^36, 37^, we further explored how FGF affected USP16. As expected, we found that p65 was indeed involved in the regulation of USP16 by FGF18. The enrichment of Nrf2 at USP16 promoter was dramatically reduced by the transfection of *si-p65* (Fig. 8E), suggesting that FGF18 could suppress the USP16 expression via p65. Moreover, previous studies revealed that the expression of USP16 also could be influenced both by LncRNA and MiR-146a^38, 39^. Thus, whether FGF18 could affect USP16 through LncRNA and miR-146a needed to be further explored.

Collectively, our data demonstrate that FGF18 protects against hepatic IRI mainly by reducing expression of USP16 and subsequently increasing ubiquitination of KEAP1, and thereby activating Nrf2 signaling. Moreover, we revealed that attenuation of USP16-restrained Nrf2 signaling by FGF18 occurs through a feedback loop involving USP16 and Nrf2. Targeting the FGF18/USP16/KEAP1 regulatory axis is a strategy to alleviate hepatic IRI and related pathological processes.

## Methods

### Reagents

Human FGF18 was produced by Wenzhou Medical University Gene Engineering Laboratory and was stored as powder form at −80 °C. Mouse FGF18 was purchased from Sino Biological (50177-M08H, China). LY294002 (CAS: 154447-36-6) was purchased from Selleck Chemicals (USA). ML385 (CAS: 846557-71-9) was purchased from Selleck Chemicals (USA). MG132 (CAS: 1211877-36-9) was purchased from Selleck Chemicals (USA). CQ (CAS: 54-05-7) was purchased from Selleck Chemicals (USA). Male C57BL/6 mice were purchased from Shanghai Slac Laboratory Animal Co. Ltd.

### Patients and clinical study

Liver clinical samples were obtained from ten patients with benign liver disease undergoing hepatectomy. Pre-hepatectomy hepatic biopsies were harvested after laparotomy (prior to hepatic portal occlusion) and post-hepatectomy hepatic biopsies were obtained after reperfusion (prior to abdominal closure). Ischemic time was from 15 to 40 min. The collection samples were frozen in liquid nitrogen immediately and then stored at −80 °C. Alanine aminotransferase (ALT) was measured on the first day postoperatively (POD1) to assess the degree of liver injury. Informed consent forms were signed by all subjects. None of the donor organs were obtained from executed prisoners or other institutionalized persons. All liver samples were obtained under protocols approved by the 2nd Affiliated Hospital of Wenzhou Medical University and the information about the patients was summarized in Supplementary Data 1. (Institutional Review Board approval number 2021-K-106-01).

### Animals

Fgf18-LoxP mice (*Fgf18*^f/f^, purchased from Cyagen, Suzhou, China) were bred with GFAP-specific Cre mice (GFAP-Cre, purchased from Shanghai Model Organisms Center, Inc.) to create HSC-specific FGF18-KO mice (*Fgf18*^△HSC^). *Nrf2 KO* mice was purchased from the Jackson Laboratory (017009). Hepatocyte-specific knockout (*Usp16*^△HEP^) mice were generated by injecting *Usp16*^f/f^ mice with adeno-associated viral-thyroxine binding globulin promoter-Cre (adeno-associated virus (AAV)-TBG-Cre, 3 × 10^11^ virus/200 μL PBS) by tail vein. *Fgf18-tdTomato* and *Usp16*^f/f^ mice was a kindly gift from Professor Jingling Shen from Wenzhou University. All mice were on a C57BL/6 background. Male C57BL/6 mice were purchased from Shanghai Slac Laboratory Animal Co. Ltd. All mice were housed in a specific pathogen-free (SPF) environment maintained at constant temperature (22 ± 2 °C) and humidity (40 - 60%) with a 12/12 h dark-light cycle (lights on at 7:00 a.m.), with free access to food and water. All experimental procedures and methods were approved by the Institutional Animal Care and Use Committee of Wenzhou Medical University.

### Mouse liver I/R injury model

A nonlethal and stable mice model generated by 70% partial hepatic warm I/R was used as previously described^40^. Briefly, mice were anesthetized and subjected to midline laparotomy to expose the liver. Next, the portal vein branches that supply the left and middle lobes in the liver were occluded with an atraumatic microvascular clamp. After ischemia for 1 h, the clamp was removed and liver was subjected to reperfusion injury for the indicated times. The exogenous FGF18 protein (10, 20 μg/kg) was injected intraperitoneally into the mice one hour before ischemic surgery and then injected again at the beginning of reperfusion. The relative controls were injected with PBS. Animals were sacrificed after reperfusion. Liver tissues and serum samples were obtained for the further study.

### Cell culture and hypoxia/reoxygenation (H/R) model

HEK293T cells (CL-0005), L02 cells (HL-7702), and HepG2 cells (CL-0103) were purchased from Procell. HEK293T cells and L02 cells were grown in 1640 medium supplemented with 10% FBS. HepG2 cells were grown in MEM (Procell, PM150410P) supplemented with 10% FBS.

Primary hepatic stellate cells were isolated from livers as the protocol previously reported^41^. Mice were first perfused with calcium-free HEPES for 5 min, followed by an in situ collagenase (type IV; Sigma) technique. Primary hepatocytes were separated by centrifugation at 50 × *g* for 5 min and the supernatants were centrifugation at 600×g for 10 min. Primary hepatocytes were resuspend with 10 mL DMEM medium mix with 90% Percoll. The cells were plated at 6-well culture dishes with 1640 medium supplemented with 10% FBS and cultured in a 5% CO_2_/water-saturated incubator at 37 °C. And the HSCs were resuspended in cold GBSSB contained NycodenZ (1002424; Accurate Chemical) at the concentration of 9.69%. Gently overlay with 1.5 mL of GBSS/B and then centrifuge the suspension at 1380 × *g* for 17 min. The obtained HSCs were resuspended in 1640 medium supplemented with 10% FBS and cultured in a 5% CO_2_/water-saturated incubator at 37 °C.

For liver sinusoidal endothelial cells (LSEC) and Kupffer cells, after the removal of hepatocytes, centrifuge cell suspension at 300 × *g* for 10 min. Aspirate supernatant completely. Resuspend cell pellet in 90 µL of buffer per 10^7^ total cells. Add MicroBeads UltraPure (130-092-007, 130-110-443, Miltenyi Biotec) of LSEC and macrophages respectively and incubated for 15 min. The cells were cleaned by adding 1 mL buffer and centrifuge it at 300 × *g* for 10 min. Finally, the corresponding cells were obtained by magnetic separation using the LS column of Miltenyi Biotec. Cells were cultured with 1640 medium supplemented with 10% FBS.

To mimic the I/R model in vitro, cells were subjected to H/R. LX-2 cells were placed under hypoxic conditions (1% oxygen) in glucose-free DMEM (11966025; Gibco) for 4 h and then cultured under normoxic conditions for 6 h. L02 cells and primary hepatocytes were placed under hypoxic conditions (1% oxygen) in glucose-free DMEM for 4 h and then cultured under normoxic conditions for 6 h as previously described^42^. HepG2 cells were placed under hypoxic conditions (1% oxygen) in glucose-free DMEM for 5 h and then cultured under normoxic conditions for 2 h as previously described^43^. All the primary liver cells were placed under hypoxic conditions (1% oxygen) in glucose-free DMEM for 4 h and then cultured under normoxic conditions for 6 h.

### Transwell assay

For co-culture system, 1 × 10^5^ L02 cells were placed in the upper chamber of six-well (Corning) with 0.4 μm pore size, LX-2 cells were placed in the lower chamber. LX-2 cells were transfected with si-*scramble* or si-*FGF18*, then the 6-well was subjected to H/R.

### Cell-based supernatant transfer assay

LX-2 cells were performed with H/R challenge in the presence of Ad-sh*FGF18* or not. Then the culture medium supernatant from LX-2 cells were collected at the end of both hypoxia and reoxygenation. Then L02 cells were subjected to H/R by using the supernatant (hypoxia and reoxygenation, respectively) from LX-2 cells.

### Liver function assessment

Serum levels of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) were measured by commercially available kits (Nanjing Jiancheng Bioengineering Institute, China) according to the manufacturer’s protocols to assess the extent of liver damage in animals.

### Dihydroethidium (DHE) and DCFH-DA staining

For DHE (Beyotime, S0063) staining, fresh liver sections were stained with DHE (10 μM) dissolved in PBS for 30 min. Images were observed and captured with a Nikon Eclipse Ni light microscopy (JAPAN). For DCFH-DA (Beyotime, S0033S) staining, L02 cells and HepG2 cells were incubated with Serum-free DMEM medium containing DCFH-DA (10 μM) for 20 min. Then images were observed and captured with Nikon inverted fluorescence microscopy (JAPAN).

### Malondialdehyde (MDA) and glutathione (GSH) assays

Hepatic MDA and GSH levels were analyzed by diagnostic kit (Nanjing Jiancheng Bioengineering Institute, China) according to the manufacturer’s protocols.

### Histology and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining

Paraffin liver sections (5 µm in thickness) were deparaffinized and rehydrated, and treated antigen retrieval (6 min, 96 °C). For histopathology, liver sections were stained with hematoxylin and eosin (H&E) (Solarbio, G1120). Images were observed and captured with a Nikon Eclipse Ni light microscopy (JAPAN). For TUNEL staining, paraffin liver sections were performed using a commercially available in situ apoptosis detection kit (Roche Molecular Biochemicals) according to the manufacturer’s protocol. And the images were visualized and captured with a Leica SP8 confocal microscopy.

### Mass spectrometry analysis

HEK293T cells were transfected with FLag-USP16, and cells were performed with immunoprecipitation by Flag antibody or IgG (CST, 3900, USA) with protein A/G beads (Meck, LSKMAGAG10, USA). Co-immunoprecipitation was carried out in HEK293T cells and visualized with silver staining by using the beyotime fast silver stain kit (P0017S). Then mass spectrometry was used to detect all the proteins connected with Flag-USP16. The assay was carried by Shanghai Bioprofile Technology Company Ltd. In brief, the gradient consisted of 5~35% (v/v) acetonitrile in 0.1% (v/v) formic acid at a flow rate of 200 nL/min for 10 min, 35~100% (v/v) acetonitrile in 0.1% (v/v) formic acid at a flow rate of 200 nL/min for 2 min and 100% acetonitrile in 0.1% formic acid at a flow rate of 200 nL/min for 8 min. The eluted peptides were ionized and introduced into a Thermo Fisher LTQ Velos Pro mass spectrometer (Thermo Fisher Scientific, Bremen, Germany) using a Proxeon nanoelectrospray ion source. Survey full-scan MS spectra (from m/z 200~1800) were acquired. A full mass spectrum (m/z 200~1800) was followed by fragmentation of the ten most abundant peaks, using 35% of the normalized collision energy for obtaining MS/MS spectra. All peptide assignments were verified by manual inspection. The information about the proteins connected with Flag-USP16 was summarized in Supplementary Data 2.

### RNA-seq analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis

RNA-seq was performed at Guangzhou Epibiotek Co., Ltd., (Guangzhou, CHINA). Total RNA was isolated using Trizol reagent (Invitrogen). VAHTS Stranded mRNA-seq Library Prep Kit for Illumina V2 (Vazyme Biotech, NR612-02) was used for library preparation according to the instructions. Reads were aligned to the human Ensemble genome GRCh38 (mouse Ensemble genome GRCm38) using Hisat2 aligner (v2.1.0) under parameters: “--rna-strandness RF”. The reads mapped the genome were calculated using featureCounts (v1.6.3). Differential gene expression analysis was performed using the DESeq2 R-package. The information of public RNA-seq was shown in the Supplementary Data 3.

KEGG pathway and Gene Ontology (GO) terms enrichment analysis of differentially expressed genes (DEGs) was carried out by clusterProfiler R Bioconductor package with a *p*-value < 0.05 as statistically significant cutoffs.

### Real-time RT-PCR

Total RNA from liver tissues or cells were extracted by Trizol reagent (Takara Bro Inc, 9108) according to the manufacturer’s instructions. One nanogram total RNA was reverse transcribed to generate cDNA by the Hiscript ® III Reverse Transcriptase kit (Vazyme). The cDNA was then subjected to RT-PCR analysis. GAPDH gene was used as a control to target gene expression. The specific primers sequences are shown in Supplementary Data 4.

### RNA interference

L02 cells were transfected with si-*FGFR3* (Santa Cruz, sc-29314) or si-*NRF2* (Santa Cruz, sc-37030) or siRNA scrambled (negative) control (si-*scramble*; Santa Cruz, sc-37007) by using Lipofectamine 2000 for 6 h in Opti-MEM. HepG2 cells were transfected with si-*USP16* (Limibio Co., Ltd) by using Lipofectamine 2000 for 6 h in Opti-MEM. LX-2 cells were transfected with si-*FGF18* (Santa Cruz, sc-39478) by using Lipofectamine 2000 for 6 h in Opti-MEM. After transfection, L02 cells, HepG2 cells and LX-2 cells were subjected to H/R challenge. All the primers for si-RNA sequence used in this study are shown in the Supplementary Data 5.

### Co-immunoprecipitation and ubiquitination assays

For co-immunoprecipitation assays, cells were lysed with ice-cold IP buffer (P10013J, Beyotime) with PMSF. Total lysates (200 µg) were incubated with primary antibodies (1 µg) or IgG overnight at 4 °C with gentle shaking followed by Protein A/G magnetic beads (Thermo Fisher Scientific) for 4 h at room temperature. Then the co-immunoprecipitated complexes were boiled with 2 × SDS loading buffer at 95 °C for 10 min, followed by western blotting analyses. For ubiquitination analysis, cells were lysed in IP buffer supplemented with 1% SDS and PMSF. Obtained cell lysates were subsequently boiled for 10 min at 95 °C, diluted to 0.1% SDS with IP buffer, and immunoprecipitated as previously described^44^. The primary antibodies were shown in Supplementary Data 6.

### Luciferase assays

The USP16 promoter: luciferase reporter plasmid was constructed in the pGL3 luciferase vector according to the manufacturer’s instructions (OBiO Technology, Shanghai, China). The motif in USP16-WT (GCTCATGAGTCAGCC) is mutated to USP16 Mutant (GCTCACAATCCACTT). HEK293T cells or HepG2 cells were transfected with 3 μg of pGL3-USP16-luciferase vector and then transfected with the Nrf2-vector. Transcriptional activity was measured using a Dual-Luciferase® Reporter Assay System according to the manufacturer’s instructions (OBiO Technology, Shanghai, China).

### Nuclear/cytoplasmic fractionation

Cells were subjected to nuclear and cytosolic fractionation using Nuclear/Cytosolic Fractionation Kit (BioVision, Milpitas, CA, USA), following the protocol recommended by the manufacturer.

### Immunohistochemistry and immunofluorescence staining

For immunohistochemistry, liver sections were permeabilized in PBS with 0.2% Triton X-100 for 15 min at room temperature, then blocked with PBS containing 0.5% bovine serum albumin. After 1 h, the liver sections were incubated with primary antibodies at 4 °C overnight: anti-c-CAS-3 (9661, CST, USA). And then incubated with a biotinylated secondary antibody of anti-rabbit IgG at room temperature for 3 h. Next, the liver sections were treated with Diaminobenzidine (DAB) Histochemistry Kit. Finally, the nuclei were stained with hematoxylin. Images were captured with a Nikon Eclipse Ni light microscopy (JAPAN).

For immunofluorescence, in vivo studies, paraffin liver sections were used. For L02 cells and HepG2 cells, cells cultured on glass coverslips were fixed in 4% paraformaldehyde for 30 min. Paraffin liver sections or cells permeabilized in PBS with 0.2% Triton X-100 for 15 min at room temperature. Blocked as above, and then incubated with primary antibody overnight at 4 °C overnight. And then it was incubated with a secondary antibody of Alexa Fluor 647-conjugated anti-mouse IgG (1:200) (Abcam, ab150119) or Alexa Fluor 488-conjugated anti-rabbit IgG secondary antibody (1:200) (Abcam, ab150077). Finally, the nuclei were stained with DAPI. Images were captured with a Leica TCS SP8 Confocal microscope (Leica, Wetzlar, Germany). The primary antibodies were shown in Supplementary Data 6.

### Proximity Ligation Assay (PLA)

The PLA kit was purchased from Merck (DUO92102-1KT). The directly binding between KEAP1 and USP16 was carried out the manufacturer’s instructions.

### Plasmid construction and transfection

The full-length homo KEAP1 cDNA was cloned into pcDNA5-HA to express HA-tagged KEAP1 recombinant proteins and full-length homo USP16 cDNA was cloned into pcDNA5-Flag to express Flag-tagged USP16 recombinant proteins. Expression plasmids encoding truncated KEAP1 (1-315aa, 179-624aa, 1-179aa and 315-624aa) were amplified using PCR and cloned into pcDNA5-HA. All the above plasmids were constructed by OBiO Technology (Shanghai, China) Corp., Ltd.. HA-Ub, His-Ub, and His-Ub with different ubiquitin modification types were constructed by limibio Co. Ltd. Transient transfections for plasmids were performed with Lipo 2000 (Thermo Fisher Scientific, USA) and transfected into HEK293T cells. At the same time, MG132 was treated for 6 h before collection. After transfected for 48 h, HEK293T cells were harvested for co-immunoprecipitation and ubiquitination assays.

### Adeno-associated virus 8/9 (AAV8/9) vectors construction and injection

For the generation of *Usp16*^△HEP^ mice, *Usp16*^f/f^ mice were injected with AAV-TBG-Cre (3 × 10^11^ virus particles/200 μL PBS) by tail vein. After stably expressed for two weeks, *Usp16*^△HEP^ mice were performed with further study.

For the generation of AAV9-FGF18 mice, C57BL/6 mice were injected with AAV9-FGF18 (1 × 10^11^ viral particles/200 μL PBS) via the tail vein. After stably expressed for two weeks, AAV9-FGF18 mice were performed with further study.

For the generation of hepatocyte-specific Usp16 knockout *Fgf18*^△HSC^ mice, *Fgf18*^△HSC^ mice were injected with AAV8-TBG-shUsp16 (2 × 10^11^ virus particles/200 μL PBS) to obtain hepatocyte-specific Usp16 knockout *Fgf18*^△HSC^ mice. After stably expressed for two weeks, the mice were performed with further study.

For the generation of FGF18 overexpression in *Usp16*^△HEP^ mice, *Usp16*^f/f^ mice were injected with AAV-TBG-Cre (3 × 10^11^ virus particles/200 μL PBS) in combination with AAV9-FGF18 (1 × 10^11^ viral particles/200 μL PBS) through the tail veil. After stably expressed for 2 weeks, the mice were performed with further study.

### Chromatin immunoprecipitation (CHIP)

CHIP assay was performed using the CHIP Assay kit (P2083S, Beyotime) and carried out following the manufacturer’s instructions. DNA enrichment was assessed by RT-PCR using 2 × Taq Master Mix (Vazyme). The primers used in CHIP assay are listed in Supplementary Data 4.

### GST-Pull-down assay

Flag-USP16 plasmids were transfected in HEK293 cells, and cells were lysed with IP lysates. Flag-USP16 was purified by the kit (P9801, Beyotime). GST and GST-KEAP1 were transfected in DH5α cells and were purified by GST beads (P2138, Beyotime) at 4 °C. The purified proteins (GST and GST-KEAP1) were incubated with purified Flag-USP16 proteins overnight at 4 °C. Then, the beads were washed 3 times with IP lysates. The complexes were boiled with 2× SDS loading buffer at 95 °C for 10 min, followed by western blotting analyses.

### Western blotting assays

Liver was obtained from hepatic ischemia reperfusion models. The supernatants from liver tissues or cells were extracted by lysis buffer and protein concentration was determined using Pierce BCA Protein Assay Reagent (Thermo Fisher Scientific, 23228). 30 μg protein extracts were loaded and separated by SDS-PAGE and transferred to PVDF membranes (Merck Millipore, IPVH00010). Membranes were blocked with 5% bovine serum albumin in Tris-buffered saline containing 0.1% Tween 20 (TBST) and incubated with specific primary antibodies overnight at 4 °C. Membranes incubated with either goat-anti-mouse HRP (Abcam, ab6789) or goat-anti-rabbit HRP (Abcam, ab6721) for 1 h at room temperature. Proteins were visualized using an Image Quant LAS 4000 (GE Healthcare) system. The expression of specific antigens was quantified using Image Quant 5.2 software (Molecular Dynamics, Inc.). The primary antibodies are FGF18 (Santa cruz, sc-393471, 1:1000), FGFR1 (CST, 9740S, 1:1000), FGFR2 (CST, 23328S, 1:1000), FGFR3 (CST, 4574S, 1:1000), FGFR4 (CST, 8562S, 1:1000), BCL-2 (Huabio, ET1702-53, 1:1000), BAX (CST 2772S, 1:1000), c-Cas-3 (CST, 9661S, 1:1000), Nrf2 (Proteintech, 16396-1-AP, 1:1000), HO-1 (Proteintech, 10701-1-AP 1:1000), KEAP1 (Proteintech, 10503-2-AP, 1:1000), USP16 (Proteintech, 14055-1-AP, 1:1000), HA (Proteintech, 51064-2-AP, 1:1000), Flag (Proteintech, 66008-4-Ig, 1:1000), His (Santa cruz, sc-8036, 1:1000), Ubiquitin (Santa cruz, sc-8017, 1:1000), H_2_A (Abclonal, A3692, 1:1000), GST (Huabio, ET1611-47, 1:2000). GAPDH (Santa cruz, sc-393471, 1:1000) is used as a loading control.

### ELISA assays

ELISA assays were performed to evaluate the serum FGF18 levels in human (CUSABIO, K05010174) and mice (JINGMEI BIOTECHNOLOGY, JM-12187M1) according to the manufacturer’s instructions.

### Statistical analysis

All statistical analyses in this study was performed with GraphPad Prism 5.0 (San Diego, CA, USA). All data are expressed as the mean ± SEM. Statistical analyses used two-tailed student unpaired *t*-test for comparisons between two groups, and one-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test. for comparisons between multiple groups. *P* < 0.05 is considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

The public RNA-seq used in this study are available in the GSE93034 (USP) and SRP117594 (FGF). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identififier PXD045021. The RNA-seq data is deposited in GEO with the accession code of GSE242032. All other data supporting the findings of this study are available within the article and its Supplementary Files. Source data are provided with this paper.

# Supplementary material for: FGF18 alleviates hepatic ischemia-reperfusion injury via the USP16-mediated KEAP1/Nrf2 signaling pathway in male mice
**Source:** Nat Commun. 2023 Sep 30;14:6107. doi: 10.1038/s41467-023-41800-x
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

**FGF18 alleviates liver ischemia reperfusion injury via USP16  
mediated KEAP1/Nrf2 signaling pathway**

Tong *et al.*

## Supplementary Figure 1

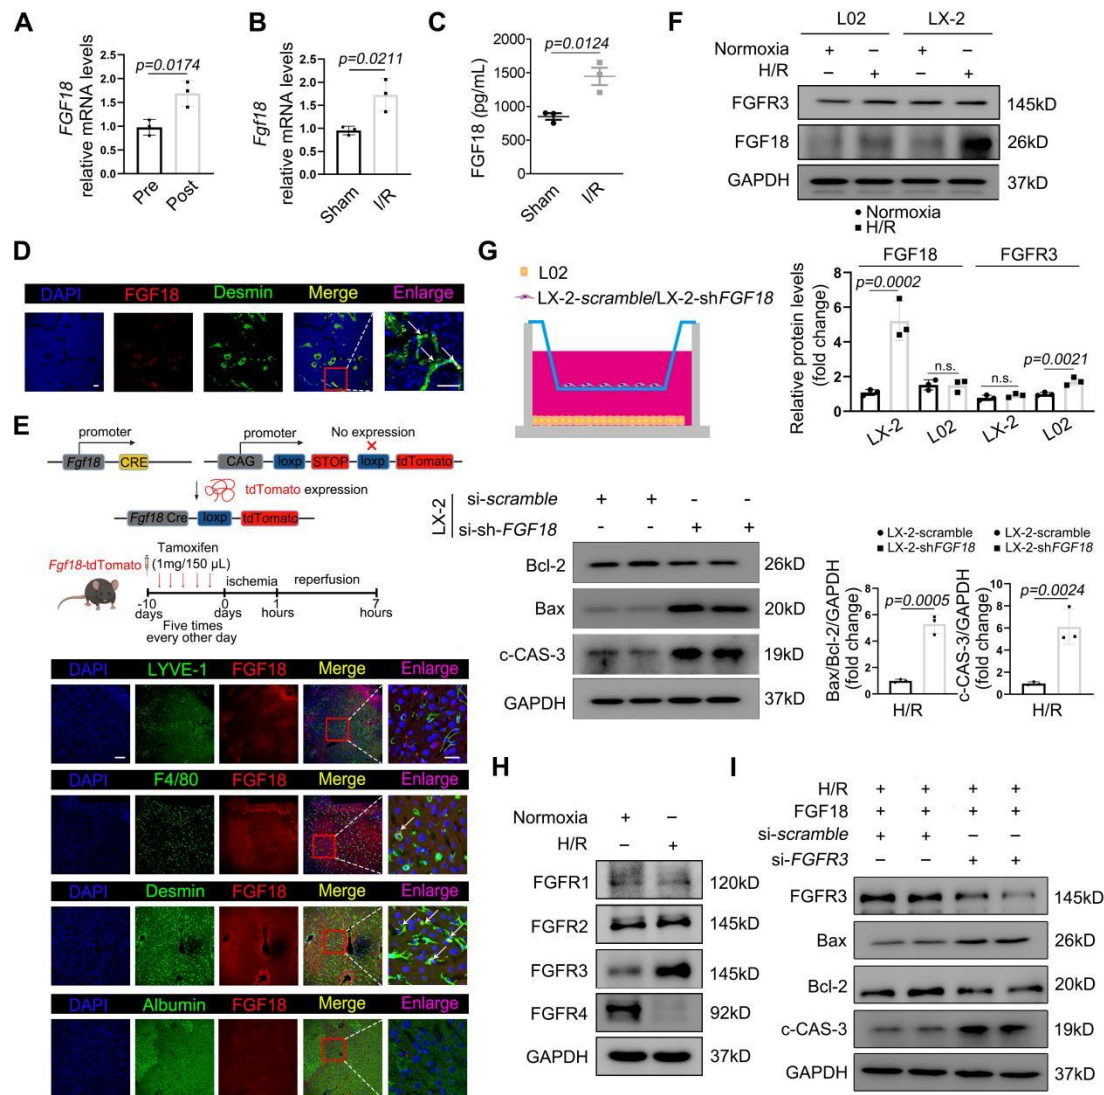

**Supplementary Figure 1** (A-B) Relative mRNA expression of genes in the indicated group by RT-PCR (n=3). (C) The serum level of FGF18 in mice subjected to I/R (1 h/6 h) surgery or not (n=3). (D) Immunofluorescence for FGF18 (red) and desmin (green) (n=5). Scale bar=50  $\mu$ m. The white arrows indicate the position of FGF18 together with the relative markers. (E) To induce *Fgf18-tdtomato* expression, mice were injected with tamoxifen (2 mg dissolved in 150  $\mu$ L Corn Oil) every other day for a total of five times prior to the I/R (1 h/6 h) surgery. Immunofluorescence for

Tdtomato (red) and different cell markers (green) (n=5). Scale bar=50  $\mu$ m. The white arrows indicate the position of FGF18 together with the relative markers. (Scheme is Created with BioRender.com) (F) L02 cells and LX-2 cells were subjected to H/R (4 h/6 h) treatment. Relative protein expression by western blotting (n=3). (G) Transwell assay was performed. Relative protein expression by western blotting (n=3). (H) Protein levels of FGFR1, FGFR2, FGFR3, and FGFR4 in L02 cells subjected to H/R (4 h/6 h) challenge or not (n=3). (I) Relative protein expression by western blotting (n=3). The statistical significance of differences were assessed by two-tailed student unpaired t-test for A-C, G. Other assays were assessed by one-way ANOVA, followed by Tukey's multiple comparison test. Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 2

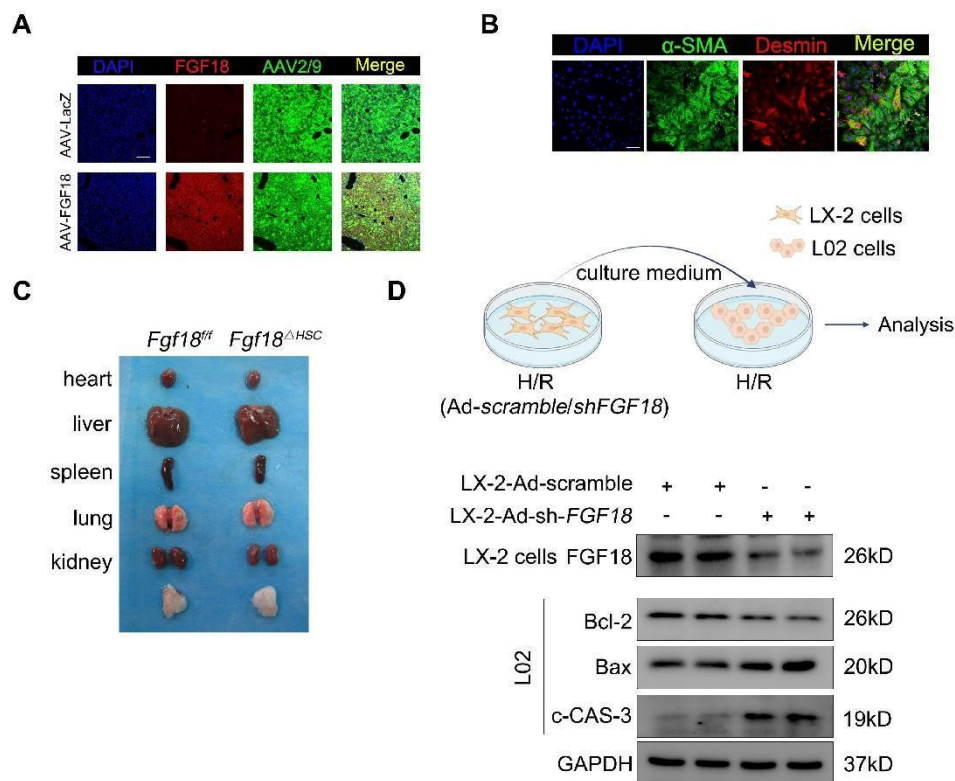

**Supplementary Figure 2** (A) Immunofluorescence showed the transfection efficiency of AAV-FGF18 in liver mice sections (n=3). Scale bar: 100  $\mu$ m. (B) Morphology of different organs from *Fgf18<sup>fl/fl</sup>* and *Fgf18<sup>ΔHSC</sup>* mice. (C) HSCs were extracted from *Fgf18<sup>fl/fl</sup>* and *Fgf18<sup>ΔHSC</sup>* mice subjected to I/R (1 h/6 h) surgery. Immunofluorescence for  $\alpha$ -SMA (green), desmin (red), and DAPI (blue) (n=5). Scale bar: 100  $\mu$ m. (D) schematic representation of the cell-based supernatant transfer assay (n=3). Relative protein expression by western blotting. (Scheme is Created with BioRender.com) Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

### Supplementary Figure 3

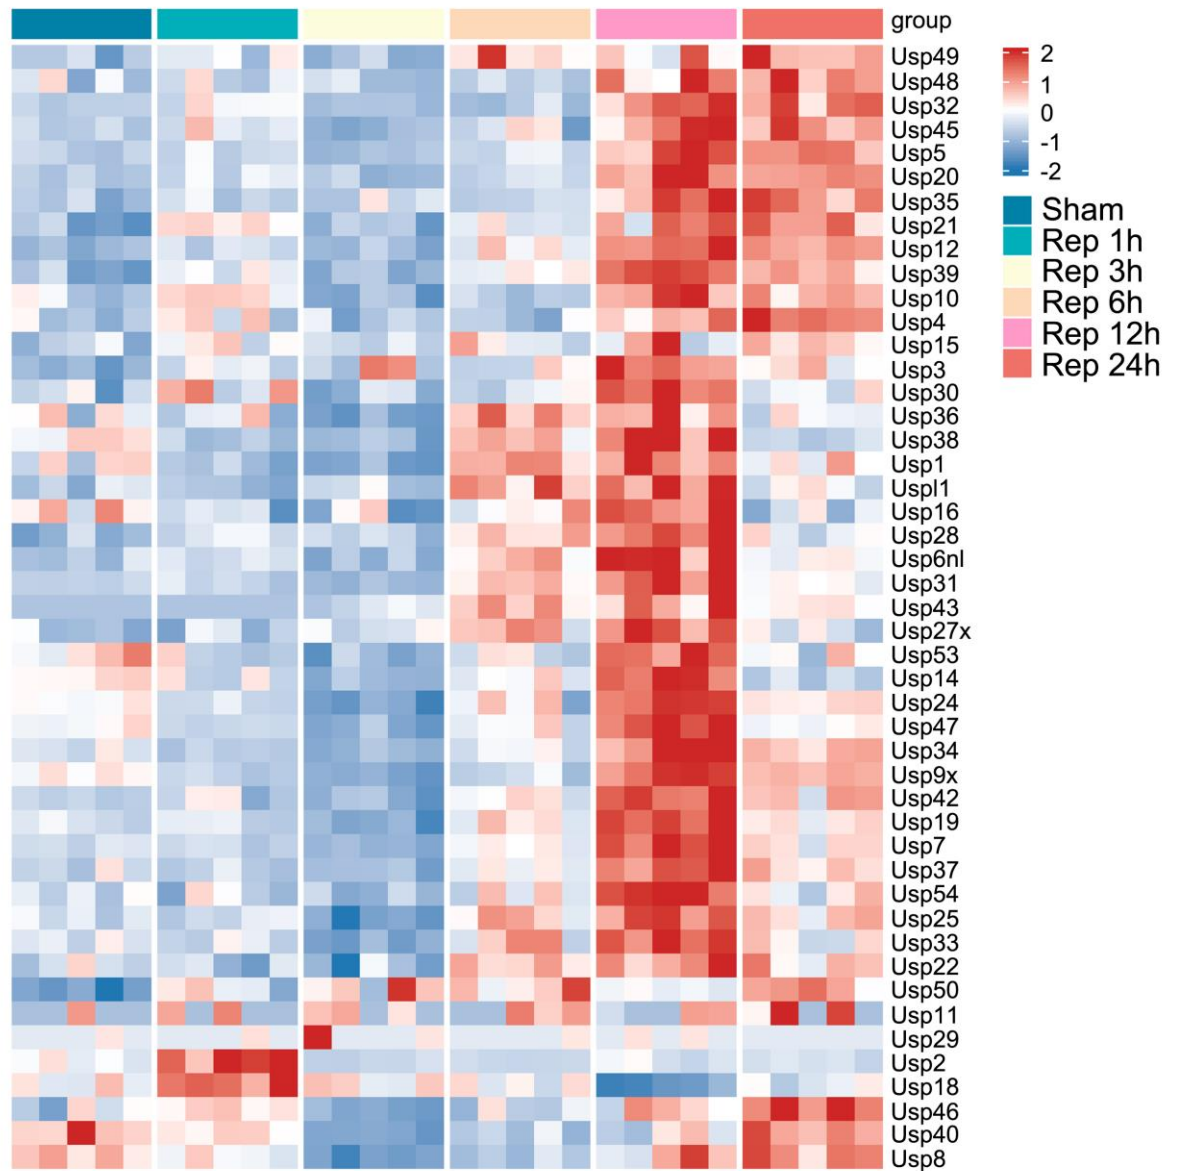

**Supplementary Figure 3 (A)** RNA-sequence was carried out between Sham and I/R with different reperfusion times (0, 1, 3, 6, 12, 24). The results of USP family changes were presented in the form of heat maps (n=5 per group).

## Supplementary Figure 4

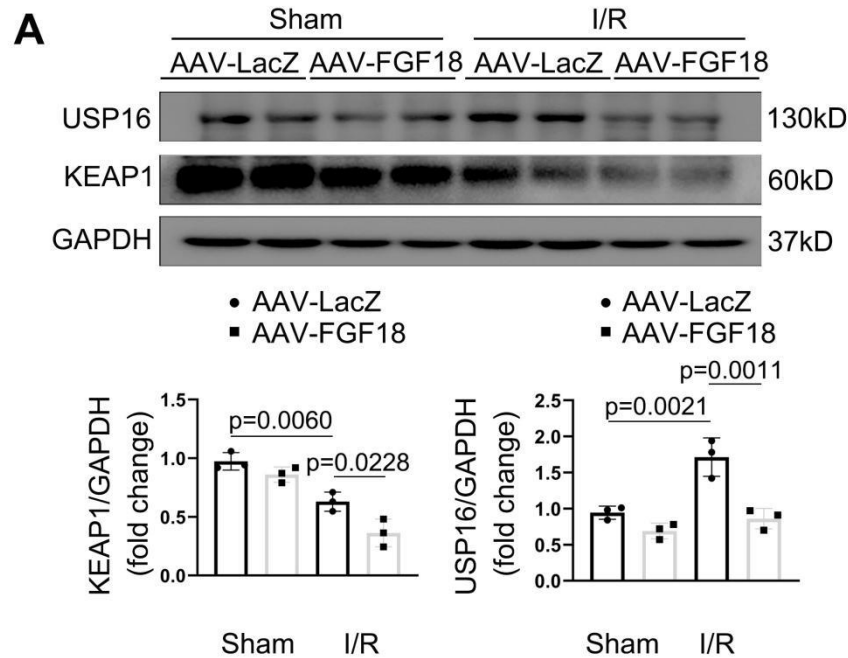

**Supplementary Figure 4 (A)** Protein levels of USP16 and KEAP1 in AAV-LacZ and AAV-FGF18 mice subjected to I/R (1 h/6 h) surgery or not (n=3). The statistical significance of differences were assessed by one-way ANOVA wherever applicable, followed by Tukey's multiple comparison test. Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 5

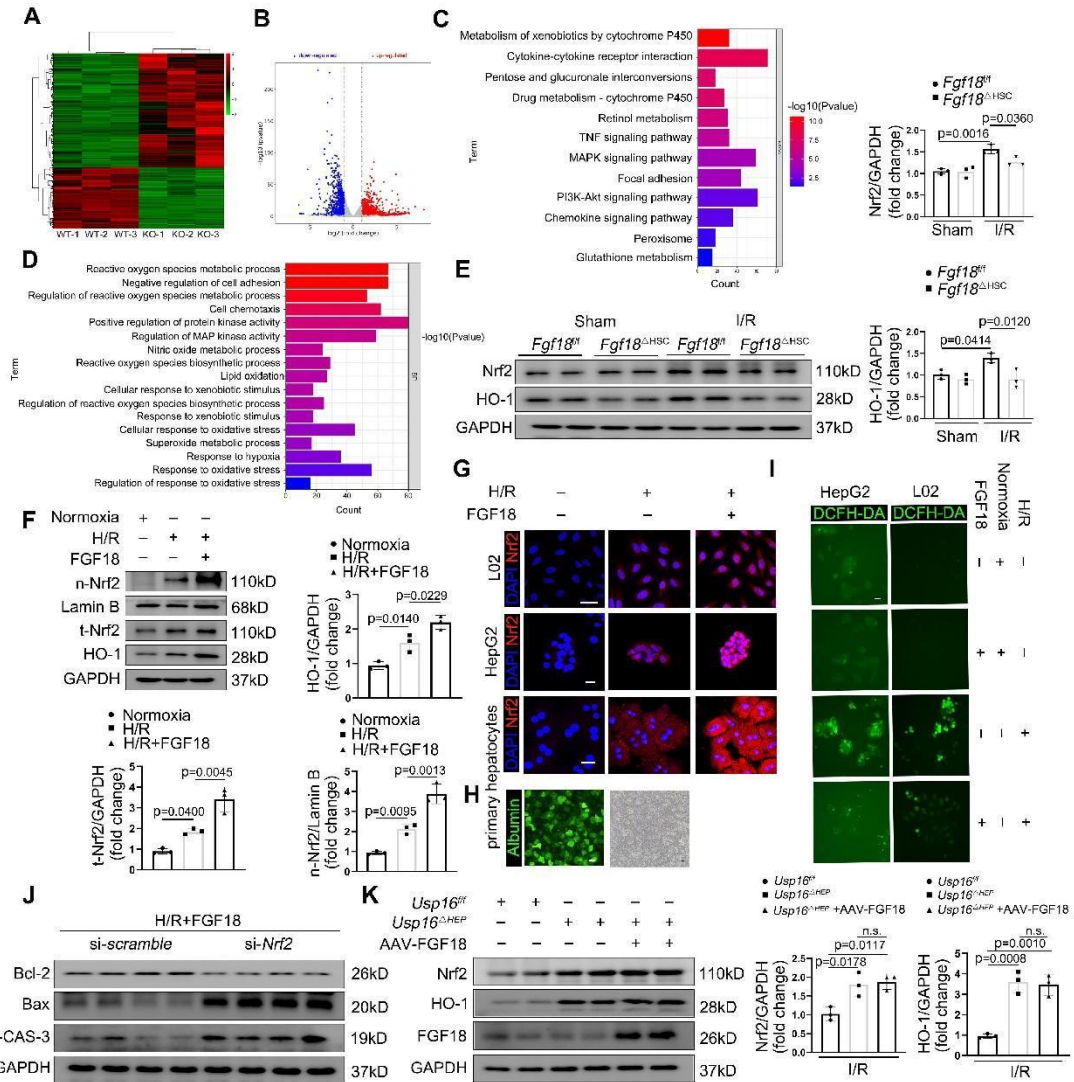

## Supplementary Figure 5 FGF18 activates Nrf2 signaling pathway during hepatic

IRI. (A) A heatmap representation of genes from *Fgf18<sup>fl/fl</sup>* mice and *Fgf18<sup>ΔHSC</sup>* mice.

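Across the 3201 genes of the authors' deposited table, the log2(TPM + 0.1) values of 2 *Fgf18* f/f livers correlated with r from 0.988 to 0.993, those of 2 *Fgf18* △HSC livers with r from 0.971 to 0.979, and those of livers of different genotype with r from 0.870 to 0.899. These r are across genes, which are not independent replicates, and the genes had been selected for a difference between the genotypes. No 2 livers held the same values: the most similar pair, *Fgf18* f/f livers 1 and 2, had identical values in 109 genes, each of them listed at 0 in both.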

(B) Volcano plots representation of significantly up-regulated (red) and down-regulated

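The genes with the largest changes, among those past the threshold with separate groups and at least 1 TPM on average in either genotype, included several with few reads. *Elovl3* (chromosome 19 of GRCm38, 46131897 to 46135694), a fatty acid elongase, rose from 6.62 ± 2.34 TPM in *Fgf18* f/f livers to 200 ± 3.44 TPM in *Fgf18* △HSC livers (SD, n = 3 livers each), a log2 fold change of 4.96 (standard error 0.22, limma adjusted p = 7.49e-06). With each liver left out in turn it stayed between 4.73 and 5.22. *AC158355.1* (chromosome 9, 40820969 to 40822673) had 1 read in each *Fgf18* f/f liver and was at least 44.9-fold higher in *Fgf18* △HSC livers, counted against a floor of 3 reads (limma adjusted p = 4.77e-06). *Gm20005* (chromosome 5, 149641610 to 149647790), a long noncoding RNA, and *mt-Tn* (mitochondrial genome, 5089 to 5159), a transfer RNA gene, had at most 2 reads in any *Fgf18* f/f liver, and each was at least 10.6-fold higher by the same count (limma adjusted p = 0.000192 and 0.00463). The 3 *Fgf18* △HSC livers had 15, 2 and 70 reads on *mt-Tn*, so that difference rests mostly on a single liver. *Gm8696* (chromosome 17, 34954328 to 34954712) is a processed pseudogene whose reads could be shared with its parent gene. It had 4, 0 and 1 reads in *Fgf18* f/f livers and 61, 36 and 129 in *Fgf18* △HSC livers. Its log2 fold change was 5.36 (standard error 0.58, limma adjusted p = 0.000101). The size of this change depended on the pseudocount, at 3.15 with 1 and 6.77 with 0.01.
In the other direction, *Gm32468* (chromosome 10, 93084206 to 93093727), a long noncoding RNA, fell from 22.4 ± 1.90 to 0.591 ± 0.249 TPM (SD, n = 3 livers each), a log2 fold change of -5.10 (standard error 0.28, limma adjusted p = 1.17e-05). *Abra* (chromosome 15, 41864076 to 41869720) had a log2 fold change of -4.67 (standard error 0.32, limma adjusted p = 1.82e-05) and *Ankrd2* (chromosome 19, 42036000 to 42045110) one of -4.38 (standard error 0.26, limma adjusted p = 1.33e-05). *Gm24898* (chromosome 16, 21774113 to 21774218), a small nuclear RNA, and *Mir3067* (chromosome 12, 81166151 to 81166234), a microRNA gene, had at most 1 read in any *Fgf18* △HSC liver, and were at least 4.39-fold and at least 2.11-fold lower there against the floor of 3 reads (limma adjusted p = 0.000498 and 0.00278).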

(blue) genes between *Fgf18<sup>fl/fl</sup>* mice and *Fgf18<sup>ΔHSC</sup>* mice (n=3). 

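Xenobiotic metabolism was examined by gene families, the cytochromes P450, glucuronosyltransferases, sulfotransferases, glutathione S-transferases and related enzymes, in place of the KEGG term. Of 62 such genes in the authors' deposited table, 53 were lower and 9 higher in *Fgf18* △HSC livers. Past the threshold were 52 lower and 7 higher genes, and p-values adjusted over the 62 alone gave the same total of 59. The mean over the 62 genes changed by -1.12 on the log2 scale (exact permutation test, two-sided, p = 0.1). *Akr1c19* (chromosome 13 of GRCm38, 4228700 to 4252843), an aldo-keto reductase, fell from 22.1 ± 0.136 to 3.49 ± 0.472 TPM (SD, n = 3 livers each), a log2 fold change of -2.63 (standard error 0.13, limma adjusted p = 9.03e-06). *Cyp2a4* (chromosome 7, 26307169 to 26315088), which has close copies in its gene cluster that could share reads, had a log2 fold change of -2.60 (standard error 0.43, limma adjusted p = 0.000794). No enrichment was computed, because a table of selected genes gives no background. Of all listed genes with a mean of 10 to 100 TPM, the authors' deposited table marks 54 as up and 307 as down, so lower values are not specific to this list. From the enrichment of xenobiotic and glutathione metabolism among the genes that differed, the paper reasons that Nrf2 signaling was activated, and it then turned to the levels of Nrf2 and HO-1 (Fig. S5E).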

(C-D) KEGG and BP. (E)

Relative protein expression by western blotting (n=3). (F) Protein levels of (total)

t-Nrf2, (nuclear) n-Nrf2, and HO-1 in FGF18 (200 ng/mL) treated L02 cells subjected

to H/R (4 h/6 h) challenge or not (n=3). (G) Nrf2 immunofluorescence staining in H/R (4 h/6 h) treated L02 cells, HepG2 cells, primary hepatocytes in the presence of FGF18 or not (n=5). Scale bar=50  $\mu$ m. (H) The purity of primary hepatocytes was verified by the immunofluorescence of albumin and the bright field photoed by inverted microscope (n=5). (I) DCFH-DA staining (n=5). Scale bar=100  $\mu$ m. (J) L02 cells were transfected with si-*Nrf2* or Scramble, and then subjected to H/R (4 h/6 h) challenge in the presence of FGF18 (n=3). (K) Relative protein expression by western blotting (n=3). The statistical significance of differences were assessed by one-way ANOVA wherever applicable, followed by Tukey's multiple comparison test. Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file. (n.s., not significant.)

## Supplementary Figure 6

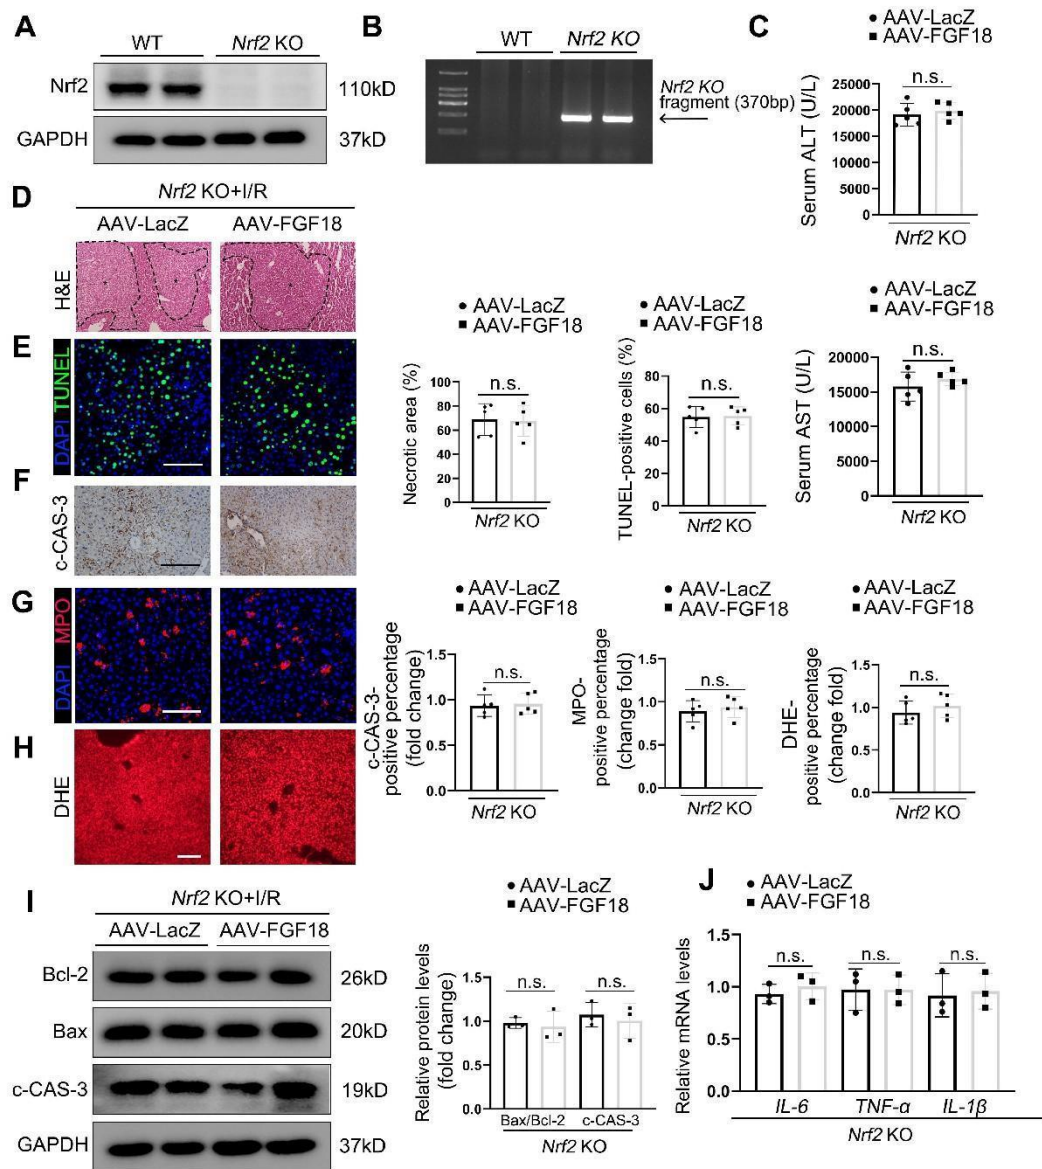

## Supplementary Figure 6 FGF18 activates Nrf2 signaling pathway during hepatic

IRI (A) Relative protein expression by western blotting. (B) The genotype of *Nrf2* KO mice were confirmed by RT-PCR (n=3). (C) Serum ALT and AST level (n=5). (D) Representative H&E staining of liver sections from *Nrf2* KO and *Nrf2* KO+AAV-FGF18 mice subjected to I/R (1 h/6 h) surgery. H&E staining of liver

sections (n=5). Scale bar=100  $\mu$ m. (E-H) TUNEL staining, c-CAS-3 immunohistochemistry, MPO, and DHE staining of liver sections (n=5). (I) Relative protein expression by western blotting (n=3). (J) Relative mRNA expression of genes by RT-PCR (n=5). The statistical significance of differences were assessed by two-tailed student unpaired t-test. Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file. (n.s., not significant.)

## Supplementary Figure 7

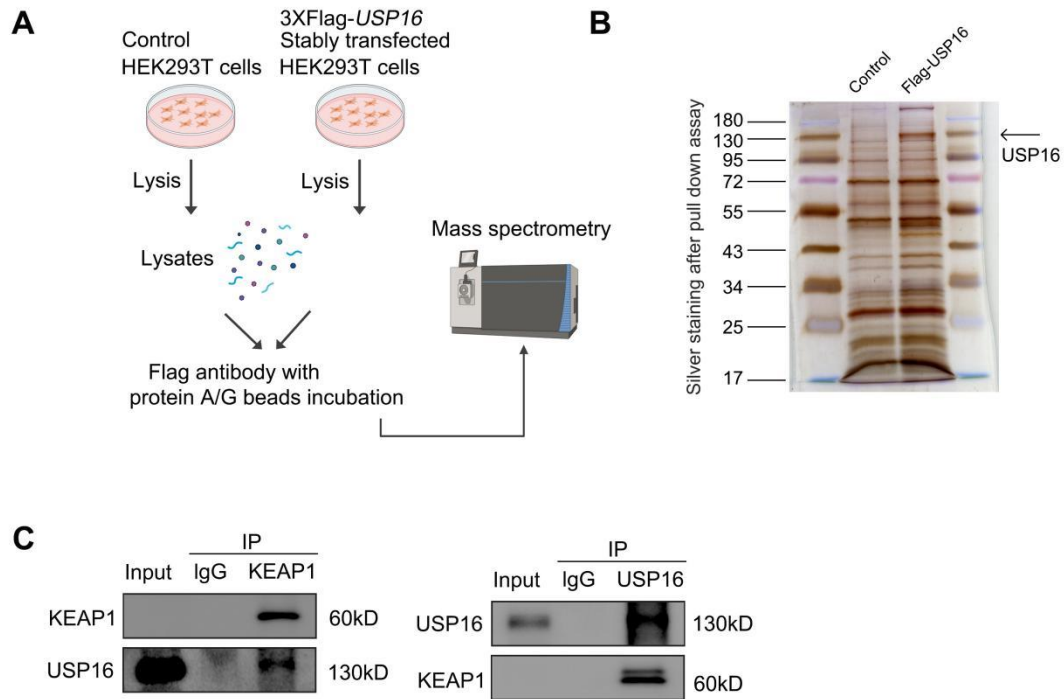

**Supplementary Figure 7** (A) HEK293T cells were transfected with Flag-USP16, and cells were performed with co-immunoprecipitation by Flag antibody or IgG with protein A/G beads. Then mass spectrum was used to detect all the proteins connected with Flag-USP16. (Scheme is Created with BioRender.com) (B) Co-immunoprecipitation was carried out in HEK293T cells and then conducting silver staining (n=3). (C) Co-immunoprecipitation assay showed the endogenous interaction between USP16 and KEAP1 in HepG2 cells (n=3). All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 8

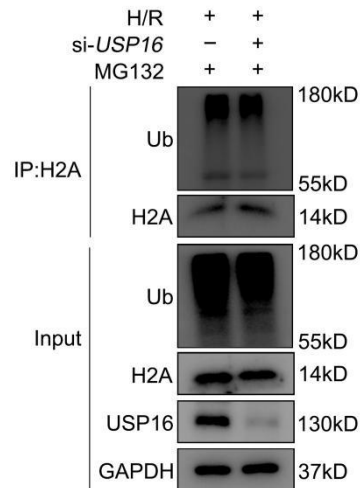

**Supplementary Figure 8 (A)** The ubiquitination level of H2A was determined in H/R (4 h/6 h) treated HepG2 cells transfected with si-USP16 or si-scramble in the presence of MG132 (10  $\mu$ M) (n=3). Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 9

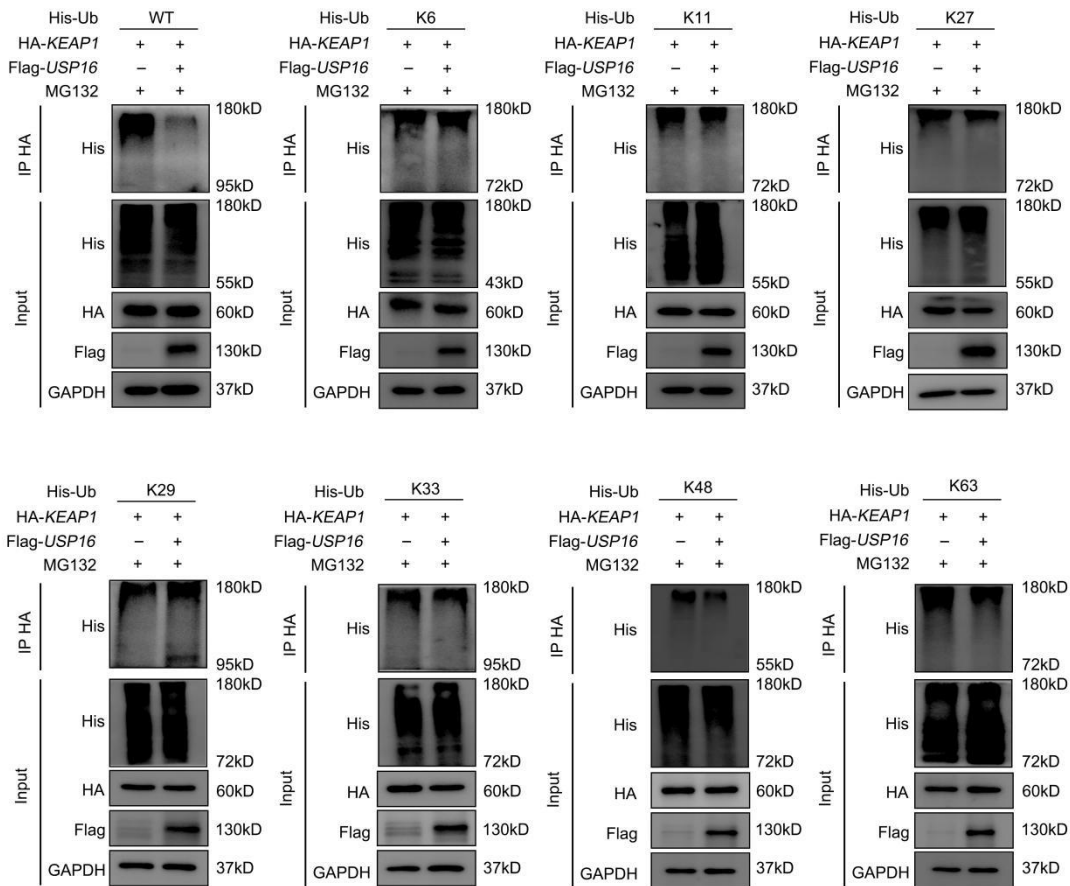

**Supplementary Figure 9 (A)** HEK293T cells were transfected with HA-KEAP1 and Flag-USP16. Then cells were simultaneously overexpressed with different His-Ub plasmids (His-Ub, K6-Ub, K11-Ub, K27-Ub, K29-Ub, K33-Ub, K48-Ub, and K63-Ub). After 48 h, cells were collected and performed with Co-IP (n=3). Data are presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

## Supplementary Figure 10

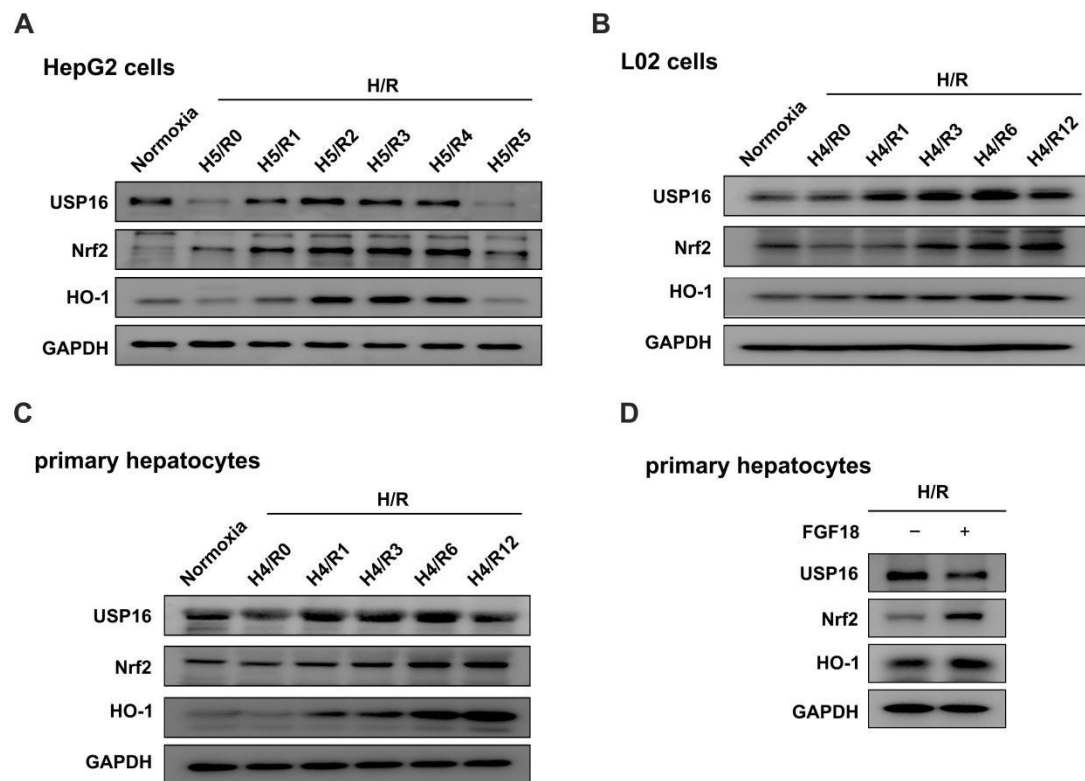

## Supplementary Figure 10 The optimal timing of the H/R models in hepatocytes

(A) Protein levels of USP16, Nrf2, and HO-1 in HepG2 cells subjected to different time points of H/R challenge. (B) Protein levels of USP16, Nrf2, and HO-1 in L02 cells subjected to different time points of H/R challenge. (C) Protein levels of USP16, Nrf2, and HO-1 in primary hepatocytes subjected to different time points of H/R challenge (n=3). (D) Protein levels of Nrf2, USP16, and HO-1 in FGF18 (10 ng/mL) treated primary hepatocytes subjected to H/R (4 h/6 h) challenge (n=3). Data are

presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

Supplementary Figure 11

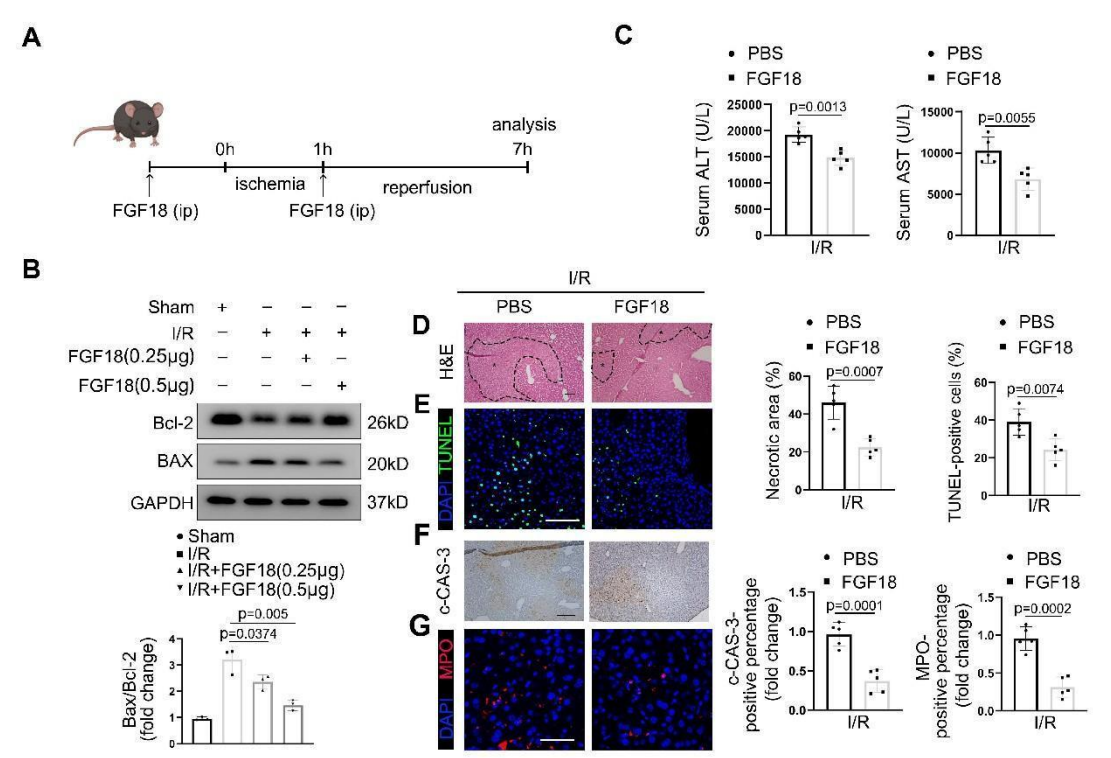

**Supplementary Figure 11 FGF18 protein injection alleviates liver damage during hepatic IRI.** (A) Schematic diagram of the work. (Scheme is Created with BioRender.com) (B) Relative protein expression by western blotting (n=3). (C) Serum ALT and AST level (n=5). (D) H&E staining of liver sections. Scale bar=100  $\mu$ m (n=5). (E-G) TUNEL staining, c-CAS-3 immunohistochemistry, and MPO staining of liver sections (n=5). Scale bar=100  $\mu$ m. The statistical significance of differences were assessed by two-tailed student unpaired t-test for C. Other assays were assessed by one-way ANOVA, followed by Tukey's multiple comparison test. Data are

presented as means  $\pm$  SEM with individual values. All numbers (n) are biologically independent experiments. Source data are provided as a Source Data file.

# Supplementary material for: FGF18 alleviates hepatic ischemia-reperfusion injury via the USP16-mediated KEAP1/Nrf2 signaling pathway in male mice
**Source:** Nat Commun. 2023 Sep 30;14:6107. doi: 10.1038/s41467-023-41800-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Summary patient characteristics

File name: Supplementary Data 2

Description: Putative Flag-USP16 interacting proteins

File name: Supplementary Data 3

Description: RNA-seq summary

File name: Supplementary Data 4

Description: Primers for rt-PCR

File name: Supplementary Data 5

Description: Primers for si-RNA sequence

File name: Supplementary Data 6

Description: Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

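Whole livers of 3 *Fgf18* f/f mice and 3 *Fgf18* △HSC mice were analysed by RNA-seq after 1 h of ischemia and 6 h of reperfusion. Livers were assigned to the groups from their labels and the legends of Fig. 3H and Fig. S5. The label of the *Fgf18* f/f livers gives the treatment in place of the genotype, and the genotype was taken from the paper.

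According to the methods, the authors isolated RNA with Trizol, prepared stranded mRNA libraries, aligned reads to GRCm38 with Hisat2, counted them per gene with featureCounts and compared the groups with DESeq2. The authors deposited one table with a value per gene and liver, a log2 fold change, a p-value, an adjusted p-value and a mark for direction. The authors do not name the unit of the values, and they were taken as TPM for the reason given with the data. In the table the authors deposited, the smallest absolute log2 fold change was 1.00 and every p-value was under 0.05, while 575 of the 3201 genes had an adjusted p of at least 0.05, so the table had been filtered on the fold change and the unadjusted p-value. For 1999 genes read from Supplementary Data 3, the fold change was the same as in the deposited table. Because only selected genes are listed, nothing can be said from them about genes that did not differ, about the fraction of all genes that differ, or about enrichment.

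Gene positions, exon lengths and gene types came from the GENCODE annotation of GRCm38, which matched 3196 of the 3201 genes, and 2441 were protein coding. Reads were recovered from TPM and joined exon length. In 2933 genes they came out whole in all 6 livers. The recovered reads were used to judge depth, to set a floor of 3 reads, and for 1 alternative. Where every liver of a group had at most 3 reads, the fold change is given only as a lower bound. Library totals were unknown, so no confidence interval was computed. The reads on a gene limit its precision, and counting error is largest for the 189 genes with under 10 reads in every liver.

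The comparison used limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend) on log2(TPM + 0.1), with no block and no filter on low values. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over the 3201 genes and an absolute log2 fold change above 1, the limit seen in Supplementary Data 3. Because the genes had been selected on these same livers, this adjusted p does not control the share of false calls. Tables and exact permutation tests were made in Python 3.11.15. The mean of each gene list was compared by an exact permutation test of the 6 livers, two-sided, whose smallest possible p is 0.1. The fit was tested on simulated data with 200 changed genes among 3201: 184 of the 200 were recovered (92%), all 106 of those with a mean of at least 1 TPM, with 1 false call. The voom alternative recovered 192 of 200 (96%) with 2 false calls. All simulated changes lay clear of the fold limit, most simulated genes were unchanged, and none had been selected for a difference. The recovery and the false calls therefore do not carry over to the listed genes, many of which lie near the limit.

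Most genes named individually were chosen by a rule set before the data were examined. It took the genes drawn in Fig. 3H and those the paper names. It took the 5 largest changes in each direction among genes past the threshold. These needed separate groups and a mean of at least 1 TPM in either group. From the lists of Fig. 3H, inflammation families, glutathione and xenobiotic genes it took the 3 largest changes past the threshold. Other list members that are named, *Npas2* and *Dbp* among them, lie outside this rule. Gene lists for glutathione, xenobiotic and Nrf2 genes, inflammation families, cell types, the circadian clock and sex were also written before. Values of *Fgf18*, *Usp16*, *Keap1*, *Nfe2l2* and *Hmox1* were not analysed here.

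The replicate numbers 1 to 3 occur in both groups, but they number different animals. The pairing comes from the labels alone, and a fit with the replicate number as a block was among the alternatives. The other alternatives were pseudocounts of 1 and 0.01, genes with a mean of at least 1 TPM, livers rescaled by the median ratio, no mean-variance trend, protein-coding genes alone, no limit on the fold change, an unadjusted p, each liver left out in turn, and, added after the data were seen, limma-voom on recovered reads. RNA-seq of livers given AAV-FGF18, and the public RNA-seq of Fig. 1A and Fig. S3, were not analysed here.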

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

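The lists of haemoglobin, immunoglobulin, neutrophil granule and repeat-like genes, the tests of GC content, gene length, background reads and blood with their limits, and the rule that picked out lists with every listed member called and higher were chosen after the values had been seen.

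Many genes differed between *Fgf18* △HSC and *Fgf18* f/f livers after I/R. Of the 10 splits of the 6 livers into 3 and 3, 1 gave as many as 2294 genes past the threshold, the real one. The other splits gave at most 3 genes past the threshold, and from 19 to 77 at an unadjusted p under 0.05. Among the 4 splits that part all 3 same-numbered pairs of livers, the others gave at most 1. The remaining 6 splits part 1 such pair. With 3 livers against 3 the share cannot fall under 0.1, and the genes were selected by the authors on the real split, so this comparison cannot rule out an accidental difference between the groups.

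Genes of the circadian clock, which the paper does not discuss, moved in opposite directions. The morning-phase genes *Npas2* and *Arntl* were higher in *Fgf18* △HSC livers, with a mean log2 change of 2.44, and the 7 listed evening-phase genes were all lower, with a mean of -1.96. *Npas2* rose from 0.0617 ± 0.0214 to 2.14 ± 0.608 TPM and *Dbp* fell from 12.9 ± 0.413 to 1.76 ± 0.182 TPM (SD, n = 3 livers each). The test asked whether the 2 opposite-phase lists passed the threshold in opposite directions, as they would for livers taken at another time of day, and 9 of the 9 listed clock genes did. The test repeats the observation itself, on genes selected for a difference, and the other 7 of the 16 clock genes were not analysed here. With a pseudocount of 1, *Arntl* at 0.70 and *Per3* at -0.85 did not pass the fold limit, with directions unchanged. A difference in the hour of surgery or of collection between the groups remains a candidate explanation for part of the differences. An effect of FGF18 deficiency or of the injury on the clock would give the same pattern, and the methods state when the lights were switched on but the paper's text does not name the hours of surgery.

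Markers of infiltrating cells were higher. The 4 listed neutrophil markers had a mean log2 change of 1.42 and the 4 listed monocyte markers one of 2.12. All 4 of the neutrophil markers passed the threshold and were higher, as they would be with more neutrophils in the knockout livers, but this is little more than the observation itself, on genes selected for a difference, and the other 5 of the 9 markers were not analysed here. With 1 liver left out, *Csf3r*, *Cxcr2* and *Il1r2* of these markers fell as low as 0.75, 0.86 and 0.88, under the fold limit. The lowest value of *Mmp8* was 1.80. The paper reports more MPO staining. Against a simple difference in the number of neutrophils, the granule genes *Camp*, *Ngp* and *Ltf* were lower, with a mean of -3.09. *Camp* had at most 2 reads in any *Fgf18* △HSC liver and was at least 6.68-fold lower there. More neutrophils may account for the markers but not for the granule genes, unless the neutrophils differed in maturity, which was not tested.

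Other cell-type lists were higher too, the endothelial markers *Lyve1* and *Gpr182* with a mean log2 change of 1.42 and the activated HSC markers *Acta2* and *Tagln* with 1.59. The 3 listed hepatocyte markers were lower, with a mean of -1.88. If there were less hepatocyte RNA in the knockout livers, they would fall by about the same fold, but their log2 fold changes spanned 1.01, from -2.49 to -1.47, and the other 6 hepatocyte markers were not analysed here. Less hepatocyte RNA may contribute, since it would raise the share of every other cell type. Alone it would raise them by about the same fold. The quiescent HSC markers rose by 0.88 to 1.44 on the log2 scale. The haemoglobin genes rose by 2.09 to 2.36, and the neutrophil granule genes fell. These values argue against less hepatocyte RNA as the only cause for those lists. The endothelial markers, at 1.13 to 1.71, and the activated HSC markers, at 1.26 to 1.92, were not told apart from it. The listed genes were also mostly higher at low values and lower at high values, a pattern that a smaller share of hepatocyte RNA could produce.

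The 4 haemoglobin genes were higher in *Fgf18* △HSC livers by a mean of 2.26 on the log2 scale, within the narrow range of 2.09 to 2.36, and the 14 immunoglobulin genes by 2.69. More blood in the knockout livers would raise both, and the haemoglobin mean is that observation itself, so it cannot test it. A test of more blood alone, by the fold of the haemoglobin genes, used the 3 immunoglobulin genes with at least 10 reads in every liver. Of these, 2 lay further than 2 standard errors from the haemoglobin mean, *Ighm* at 1.57 (standard error 0.22) and *Igha* at 1.20 (standard error 0.23), the latter differing by -1.06, while *Igkc* at 2.55 (standard error 0.31) did not. *Ighg1* had at most 1 read in any *Fgf18* f/f liver and was at least 33.1-fold higher in *Fgf18* △HSC livers. A difference in blood content alone would thus not account for the immunoglobulin genes, while for the haemoglobin genes it was not told apart from other explanations. No biological explanation was tested for them.

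The 8 repeat-like predicted genes, *Gm10800* and relatives on chromosomes 2 and 9, were higher by a mean of 2.38. From 41.2 to 80.2% of the 25-base words of each occur in another of them, so their reads could be shared. *Gm10800* reached 3913 TPM in *Fgf18* △HSC liver 3, against 1574 and 1301 in *Fgf18* △HSC livers 1 and 2. To ask whether background reads that follow these genes had raised the low values too, *Fgf18* △HSC liver 3 was compared with the other *Fgf18* △HSC livers. The median log2 ratio was 0.36 in 689 higher genes under 0.3 TPM, between the 1.27 of the repeat-like genes and the 0.09 of the other higher genes. Background reads may thus account for part of the low values, and cannot be told apart from changed expression there. The ribosomal RNA gene *CT010467.1*, outside the lists, was higher too, from 2337 ± 993 to 5513 ± 211 TPM (SD, n = 3 livers each). Its log2 fold change was 1.32 (standard error 0.27). Whether RNA quality or library preparation differed between the groups was not tested. Log2 fold change did not follow GC content (Spearman rho 0.0253 across 3196 genes) or exon length (rho -0.0761), across genes that are not independent replicates.

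Sex was tested as well. With mice of different sex in the 2 groups, *Xist* and the Y-linked genes would pass the threshold in opposite directions, but 0 of the 5 sex-linked markers had values here, so the test cannot decide, and the title of the paper gives male mice. Of 4 listed male-biased liver genes 2 were higher and 2 lower, and of 2 female-biased genes 1 was higher and 1 lower. The sizes were unequal. Of the male-biased genes, *Elovl3* had a log2 fold change of 4.96, *Cyp2d9* -1.31 and *Ugt2b38* -1.24. *Moxd1* was at least 18.4-fold higher against the floor of 3 reads, mostly from *Fgf18* △HSC liver 2. Of the female-biased genes, *Cyp2a4* had -2.60 and *Prom1* 0.83. *Elovl3* and *Cyp2a4* are among the genes named for their large changes.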

How the results depend on the processing

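The limma-voom alternative was chosen after the data had been seen, and all the others were set before the data were examined.

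The numbers of called genes depended most on how low values and the scale of the livers were treated. With a pseudocount of 1, 266 genes were higher and 566 lower, against 1333 and 961 with 0.1, and 6 apoptosis genes of Fig. 3H, 9 inflammation genes of Fig. 3H and 10 inflammation family genes were called higher, with 0 glutathione, 2 xenobiotic and 1 Nrf2 target gene. Among genes with a mean value of at least 1, 522 were higher and 787 lower, with 11 inflammation genes of Fig. 3H, 14 family genes, 3 xenobiotic genes and 1 Nrf2 target higher. With values rescaled by the median ratio, 312 were higher and 1112 lower, with 2 apoptosis genes, 8 inflammation genes of Fig. 3H, 8 family genes, 0 glutathione genes, 1 xenobiotic gene and 1 Nrf2 target higher. This rescaling rests on genes selected for a difference and mostly higher, with factors from 0.694 to 0.809 in *Fgf18* f/f livers and from 1.28 to 1.49 in *Fgf18* △HSC livers, so it removes part of any real difference. A pseudocount of 0.01 gave 1995 higher and 1048 lower genes, 2 of the higher ones of glutathione metabolism. With no limit on the fold change 2005 genes were higher, 19 of them apoptosis genes and 2 glutathione genes. The voom alternative on 2933 genes called 1890 higher and 953 lower, 2843 in all, including 2 higher glutathione genes. Among protein-coding genes alone, 986 were higher and 710 lower.

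The mean over the 52 inflammation family genes changed sign, from 0.109 to -0.111 with a pseudocount of 1, -0.294 among genes with a mean value of at least 1 and -0.662 with rescaled livers, and ranged from -0.0368 to 0.254 across the 6 fits that each left out one liver. Without a liver, from 1 to 2 glutathione genes were higher. The cause was not tested in any of these. The means of the other 5 lists kept their sign under every alternative that gave one, which shows no stability. The genes were selected at an absolute log2 fold change above 1, and a pseudocount only shrinks or stretches a change. The rescaling shifted the log2 fold changes by a median of -0.77 and changed the direction of 1 of the 3201 genes. Lower genes of the glutathione, xenobiotic, Nrf2 and inflammation family lists stayed within 1.5 times their number under every alternative.

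Same-numbered livers are different animals. Their deviations from the group means correlated across genes with r from 0.00597 to 0.0574. With the replicate block, 1337 genes were higher and 963 lower.

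Of the genes chosen by the rule set beforehand, 29 were followed through each alternative that gave them a value, and other genes named were not. Of the 29, 26 had a value among genes with a mean of at least 1, 25 with limma-voom and 22 among protein-coding genes. With a pseudocount of 1, 3 no longer passed the threshold (*Tnf*, *Serpine2* and *Hand2*), with rescaled livers 1 (*Pkm*), and with voom 1 newly passed (*Usp29*). Genes with few reads are limited by depth: for 189 genes under 10 reads in every liver, the size of the change depends on the pseudocount.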

Differences from the paper's values

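The comparison with limma-voom and the reading of the columns of Fig. 3H were chosen after the values had been seen. The log2 fold changes called the paper's here are those of the authors' deposited table. A value is counted as agreeing when it lies within 1 standard error of its own fit from the paper's value, so an agreeing value can leave part of the gap in place.

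For *Abra* the log2 fold change was -4.67 against the paper's -6.22, and of the alternatives set before the data were examined a pseudocount of 0.01 alone agreed (-6.43). For *Ankrd2* it was -4.38 against the paper's -4.79; a pseudocount of 0.01 agreed (-4.78), as did leaving out *Fgf18* f/f replicate 3 (-4.60) or *Fgf18* △HSC replicate 1 (-4.51), which left much of the gap, and the other alternatives did not agree. For *Usp29* it was 0.44 against the paper's 1.31, and *Usp29* did not pass the threshold. A pseudocount of 0.01 (1.05) agreed without a call, the other alternatives set before did not agree, and limma-voom (1.28), chosen after seeing the values, agreed and called the gene.

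For *Serpine2* it was 1.92 against the paper's 2.21. A pseudocount of 0.01 (2.17) agreed, and so, with much of the gap left, did leaving out *Fgf18* f/f replicate 3 (2.07), *Fgf18* △HSC replicate 1 (2.05) or *Fgf18* △HSC replicate 3 (2.05). For *Hand2* it was 1.84 against the paper's 2.18. A pseudocount of 0.01 (2.21) agreed, and leaving out *Fgf18* f/f replicate 1 (1.90) or 3 (2.00) or *Fgf18* △HSC replicate 1 (1.90) or 3 (1.91) agreed only within the error, with much of the gap left. For *Cxcr4* it was 2.44 against the paper's 2.67. A pseudocount of 0.01 (2.64) and leaving out *Fgf18* △HSC replicate 2 (2.61) agreed; leaving out *Fgf18* f/f replicate 1 (2.47) or 3 (2.46) agreed only within the error, with most of the gap left, and without *Fgf18* △HSC replicate 1 the value (2.43) was no closer but lay within the wider error of that fit. For *Cyp2a4* it was -2.60 against the paper's -3.12; a pseudocount of 0.01 (-3.01), rescaled livers (-3.32) and leaving out *Fgf18* △HSC replicate 2 (-2.94) or *Fgf18* f/f replicate 3 agreed. The remaining alternatives set before did not agree. Limma-voom, chosen after seeing the values, gave 2.19 for *Serpine2*, 2.22 for *Hand2*, 2.65 for *Cxcr4* and -3.09 for *Cyp2a4*, each within its error of the paper's value.

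The paper's deposited calls cover all 3201 genes, of which 2294 passed the threshold here. With no limit on the fold change, 3113 genes had an adjusted p under 0.05. Of the 20 apoptosis genes that the paper draws as raised, 12 passed, 18 with a pseudocount of 0.01 and 19 with no limit on the fold change.

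The paper states that FGF18 deficiency raised the level of inflammation. It bases this on MPO staining as well as on the heat map, and the staining is not tested here. Over the whole inflammation families 31 of the listed genes were higher and 21 lower, with *Il6*, *Tnf* and *Ccl4* among the lower ones. In the text accompanying Fig. S5A–D the paper reads the enrichment of xenobiotic and glutathione genes under FGF18 deficiency as activation of Nrf2 signaling, and its next statement gives lower Nrf2 and HO-1 in *Fgf18* △HSC mice. Here 10 of 12 glutathione genes, 53 of 62 xenobiotic genes and 13 of 15 Nrf2 target genes were lower in *Fgf18* △HSC livers. These lists share genes, *Gsta2* among them. Most listed genes at high values were lower too, with 54 marked up and 307 down at a mean of 10 to 100 TPM. The counts therefore do not set these lists apart from other genes at such levels.

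The columns of Fig. 3H do not carry the replicate numbers of the deposited values. Of 27 genes read by eye, the *Fgf18* △HSC liver with the deepest color in the figure was column 1 in 20, and there deposited replicate 3 was the highest. In 6 genes it was column 3 with deposited replicate 2, and in 1 gene column 2 with deposited replicate 1. The deepest column and the highest replicate had the same number in 0 of the 27.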

Other observations

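The genes of the first paragraph below other than those of the lists were chosen after their values were seen, and the idea about *Usp2* was put to a test that had been chosen before.

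Feedback inhibitors of NF-κB signaling were lower in *Fgf18* △HSC livers. *Nfkbia* fell from 338 ± 30.7 to 44.1 ± 7.08 TPM (SD, n = 3 livers each), a log2 fold change of -2.94 (standard error 0.14), and *Tnfaip3* from 67.1 ± 5.19 to 6.89 ± 2.01 TPM (SD, n = 3 livers each), a log2 fold change of -3.31 (standard error 0.21). The chemokine genes *Cxcl1* (from 420 ± 35.4 to 83.8 ± 11.3 TPM) and *Cxcl2* (from 56.4 ± 3.29 to 13.8 ± 6.11 TPM) were lower as well, as were 5 of 5 listed acute-phase genes, with a mean log2 change of -1.51. Of 9 listed early injury genes 3 were higher, *Hspa1a*, *Hspa1b* and *Jun*, and 6 lower.

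The paper reports that *Usp2* and *Usp29* changed in livers of mice given AAV-FGF18, which were not analysed here. In *Fgf18* △HSC livers without added FGF18, *Usp2* fell from 4.99 ± 0.0339 to 0.703 ± 0.187 TPM (SD, n = 3 livers each), a log2 fold change of -2.69 (standard error 0.20, limma adjusted p = 2.26e-05). *Usp29* had 8 to 16 reads in *Fgf18* f/f livers and 18 to 47 in *Fgf18* △HSC livers, with a log2 fold change of 0.44 (standard error 0.20, limma adjusted p = 0.0633), and did not pass the threshold. *Usp2* is also on the list of evening-phase clock genes written before the data were examined. It is itself 1 of the 9 clock genes that moved as they would in livers taken at another time of day. The other 8, like all listed genes, had been selected for a difference. The fall of *Usp2* may follow the clock and not FGF18, a hypothesis that these livers cannot separate from an effect of the deletion.

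The 5 listed markers of quiescent HSCs, the cells from which *Fgf18* was deleted, were all higher in *Fgf18* △HSC livers. Their mean log2 change was 1.06, and 3 of them were past the threshold. Of these 3, *Hgf* at 1.00 and *Des* at 1.03 lay near the fold limit. With a pseudocount of 1 they fell to 0.47 and 0.38, and *Ecm1* had 1.30. With a pseudocount of 0.01 the log2 fold changes of the 5 markers ran from 1.10 to 1.46. The discussion of the paper names glutathione metabolism as the leading pathway upon FGF18 treatment. No livers with FGF18 treatment were analysed here.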
